# Hypoxia-inducible factor 1α modulates interstitial pneumonia-mediated lung cancer progression

**DOI:** 10.1186/s12967-023-04756-6

**Published:** 2023-11-27

**Authors:** Kiyofumi Shimoji, Taku Nakashima, Takeshi Masuda, Masashi Namba, Shinjiro Sakamoto, Kakuhiro Yamaguchi, Yasushi Horimasu, Takahiro Mimae, Shintaro Miyamoto, Hiroshi Iwamoto, Kazunori Fujitaka, Hironobu Hamada, Morihito Okada, Noboru Hattori

**Keywords:** Interstitial pneumonia, Lung cancer, Hypoxia-inducible factor, Alpha subunit, Tumor microenvironment, Ascorbic acid

## Abstract

**Background:**

The prognosis of patients with lung cancer accompanied by interstitial pneumonia is poorer than that of patients with lung cancer but without interstitial pneumonia. Moreover, the available therapeutic interventions for lung cancer patients with interstitial pneumonia are limited. Therefore, a new treatment strategy for these patients is required. The aim of the present study was to investigate the pathophysiological relationship between interstitial pneumonia and lung cancer and explore potential therapeutic agents.

**Methods:**

A novel hybrid murine model of lung cancer with interstitial pneumonia was established via bleomycin-induced pulmonary fibrosis followed by orthotopic lung cancer cell transplantation into the lungs. Changes in tumor progression, lung fibrosis, RNA expression, cytokine levels, and tumor microenvironment in the lung cancer with interstitial pneumonia model were investigated, and therapeutic agents were examined. Additionally, clinical data and samples from patients with lung cancer accompanied by interstitial pneumonia were analyzed to explore the potential clinical significance of the findings.

**Results:**

In the lung cancer with interstitial pneumonia model, accelerated tumor growth was observed based on an altered tumor microenvironment. RNA sequencing analysis revealed upregulation of the hypoxia-inducible factor 1 signaling pathway. These findings were consistent with those obtained for human samples. Moreover, we explored whether ascorbic acid could be an alternative treatment for lung cancer with interstitial pneumonia to avoid the disadvantages of hypoxia-inducible factor 1 inhibitors. Ascorbic acid successfully downregulated the hypoxia-inducible factor 1 signaling pathway and inhibited tumor progression and lung fibrosis.

**Conclusions:**

The hypoxia-inducible factor 1 pathway is critical in lung cancer with interstitial pneumonia and could be a therapeutic target for mitigating interstitial pneumonia-mediated lung cancer progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-023-04756-6.

## Background

Patients with interstitial pneumonia (IP), an intractable, chronic fibrotic lung disease, show approximately fivefold higher lung cancer complication rates than healthy individuals, and approximately 10% of patients with idiopathic IP ultimately develop lung cancer [1, 2].

In a retrospective observational study of patients with idiopathic pulmonary fibrosis (the most common subtype of IP), approximately 40% of patients with concomitant lung cancer had stage 3B or higher cancer, despite follow up with chest X-rays every 3 months and annual CTs [3]. This suggests that lung cancer with IP may progress more rapidly than lung cancer without IP.

Patients with IP often develop acute exacerbations and rapid progressive respiratory failure accompanied by new infiltrate shadows in both lungs [4]. Unfortunately, all major therapeutic strategies for lung cancer, including surgery, radiotherapy, and chemotherapy, can induce acute exacerbations in these patients [5–7], and acute IP exacerbations can still occur in some patients without apparent triggers. Despite advances in minimally invasive surgery, high-accuracy radiotherapy, and new chemotherapeutic agents (immune checkpoint and tyrosine kinase inhibitors), therapeutic interventions for lung cancer patients with IP are limited and their prognosis remains poorer than that of patients with lung cancer without IP [8].

Pharmaceutical interventions for IP using antifibrotic agents, such as pirfenidone and nintedanib, and immunosuppressants, such as steroids, have been attempted [9–11]. However, reports on the effects of antifibrotic agents on lung cancer with IP are limited. Given their suppressive effect on immune cells, immunosuppressants repress anti-cancer immunity and accelerate lung cancer progression [12]. Therefore, managing lung cancer with IP requires two simultaneous contradictory actions: exerting cytotoxic effects on cancer cells while exerting cytoprotective effects on lung component cells. This strategy has yet to be established as it requires validating the pathophysiological relationship between IP and lung cancer. It is well accepted that local inflammation and tissue damage can alter the characteristics of cancers in organs other than the lungs [13–15]; however, such reports for lung cancer are limited due to the lack of available animal models for investigating the interactions between IP and lung cancer.

In the present study, we hypothesized that IP-mediated changes in the lungs render the phenotype of lung cancer and its tumor microenvironment aggressive. To study this hypothesis, we developed a novel murine model of lung cancer with IP to investigate the effects of IP on lung cancer and the tumor microenvironment. We identified the HIF-1 signaling pathway as a critical player in the murine model of lung cancer with IP. Moreover, we aimed to propose a therapeutic strategy targeting the HIF-1 signaling pathway. Various HIF-1 inhibitors have been investigated in animal models [16]; however, specific HIF-1 inhibitors cannot be used in clinical practice due to the protective role of HIF-1 against cardiovascular disease [17]. Therefore, the clinical safety of HIF-1 inhibitors is not guaranteed. To address this limitation of existing HIF-1 inhibitors, we evaluated ascorbic acid (AsA, which is known to promote HIF-1 degradation) as a therapeutic candidate for lung cancer with IP.

## Methods

### Animals

Female C57BL/6 and B6D2F1/Crl mice (6–8 weeks old; Charles River Laboratories Japan, Yokohama, Japan) were housed in pathogen-free rooms in a controlled environment under a 12 h light–dark cycle and allowed free access to laboratory chow and water. The experiments were approved by the Committee on Animal Research of Hiroshima University (approval no. A20-130) and conducted according to the Guide for the Care and Use of Laboratory Animals, 8th ed 2010 (National Institutes of Health, Bethesda, MD, USA).

### Cell line and culture condition

Enhanced green fluorescent protein-Lewis lung carcinoma (LLC) (Anti-Cancer Japan, Chiba, Japan) and KLN205 (Cell Resource Center for Biomedical Research Institute of Development, Aging, and Cancer, Tohoku University, Miyagi, Japan) cells were cultured in Dulbecco's modified Eagle medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin at 37 °C in a 5% CO_2_ incubator.

### Transfection and selection of stable green fluorescent protein (GFP)-expressing KLN205 cells

GFP and puromycin resistance genes were transfected into KLN205 cells using copGFP Control Lentiviral Particles (Santa Cruz Biotechnology, Dallas, TX, USA), following the manufacturer’s protocol. Cells were maintained in a puromycin-containing complete medium (Sigma-Aldrich, St. Louis, MO, USA).

### Mouse model of lung cancer with IP

Mice were anesthetized using mixed anesthetic agents, including medetomidine (0.3 mg/kg body weight; Kyoritsu Seiyaku, Tokyo, Japan), midazolam (4 mg/kg body weight; Sandoz K.K., Tokyo, Japan), and butorphanol (5 mg/kg body weight; Meiji Seika Pharma, Tokyo, Japan), and then administered bleomycin (2.0 mg/kg body weight; Nippon Kayaku, Tokyo, Japan) in saline through oropharyngeal aspiration (OA) using a micropipette [18]. Briefly, the mice were secured on a platform, their tongues were pulled out with forceps, and the bleomycin solution was placed onto the distal part of the oropharynx while the nasal cavity was closed gently with the technician’s fingers. 2 weeks later, the mice were transpleurally transplanted with lung cancer cells into their lungs [19]. Briefly, they were placed in the right lateral decubitus position, the hair of the thorax was trimmed, and a small skin incision was made on the left chest wall. Dissection was performed to expose the pleura and visualize lung movement. The tumor cell suspensions for injection into the lung were prepared with equal volumes of tumor cells (LLC 0.5 × 10^6^, KLN205 3.0 × 10^6^) in HBSS (Thermo Fisher Scientific) and Cultrex Reducer Growth Factor Basement Membrane Extract (R&D Systems, Minneapolis, MN, USA). A 29G 1 mL insulin syringe (Terumo, Tokyo, Japan) was used to inject the cells (50 μL) into the left lung. The needle was quickly advanced 7 mm into the lung and gently removed after the cell suspension injection. The skin was closed in a single layer using a 9 mm Autoclip (BD Biosciences, Franklin Lakes, NJ, USA). After tumor cell injection, mice were turned to the left lateral decubitus position.

### RNA extraction and sequencing

On day 21, tumor tissues obtained from the lung cancer alone (LC) and lung cancer with IP (IP + LC) models were homogenized using 1 mL of TRIzol reagent (Life Technologies, Grand Island, NY, USA). Total RNA was extracted using the RNeasy Mini kit (Qiagen, Hilden, Germany), following the manufacturer’s protocol. Bulk RNA barcoding and sequencing [20] were used for library preparation with some modifications: A barcoded oligo-dT-based primer [5′—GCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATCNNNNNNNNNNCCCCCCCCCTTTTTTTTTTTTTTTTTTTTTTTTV—3′; (10) N = UMI, (9) C = cell barcode] was used for single-stranded cDNA synthesis and Second Strand Synthesis Module (NEB, #E6111) was used for double-stranded cDNA synthesis. In-house MEDS-B Tn5 transposase [21, 22] was used for tagmentation, and libraries were amplified by 10 cycles of PCR using Phusion High-Fidelity DNA Polymerase (#M0530, Thermo Fisher Scientific) and primers (5'—AATGATACGGCGACCACCGAGATCTACACindexGTTCAGAGTTCTACAGTCCGA—3′, and 5′—CAAGCAGAAGACGGCATACGAGATindex GTCTCGTGGGCTCGGAGATGT—3′). Using NovaSeq6000 (Illumina, San Diego, CA, USA), 19 bp of the barcode reads (Read1) and 81 bp of insert reads (Read2) were obtained. Read1 was extracted using UMI-tools (ver.1.1.1, https://umi-tools.readthedocs.io/en/latest/) with the following command: “umi_tools extract -I read1.fastq –read2-in = read2.fastq –bc pattern = NNNNNNNNNNCCCCCCCCC –read2-stdout”. Adaptor and low-quality sequences were excluded, and read lengths below 20 bp were discarded using Trim Galore (ver. 0.6.7, https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and mapped to GRCm38 using HISAT2 (ver. 2.2.1, http://daehwankimlab.github.io/hisat2/manual/). Read counts for each gene were obtained using featureCounts (ver. 2.0.1, https://www.rdocumentation.org/packages/Rsubread/versions/1.22.2/topics/featureCounts). UMI-tools removed UMI duplication with the following command: “umi_tools count –method = unique –per-gene –per-cell –gene-tag = XT.” Bioinformatics analyses were performed using Integrated Differential Expression and Pathway Analysis (ver. 0.96; http://bioinformatics.sdstate.edu/idep96/). Differentially expressed genes (DEGs) were extracted using an adjusted p-value < 0.1 as threshold values. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed to explore the biological functions of DEGs. In the GO enrichment analysis, the DEGs were assigned to one of three categories: biological processes, molecular functions, and cellular components. Raw RNA sequencing data were deposited in the NCBI for the Biotechnology Information Gene Expression Omnibus database (GEO GSE226270).

### Reverse transcription-quantitative PCR (RT-qPCR)

The extracted RNA was reverse-transcribed into cDNA using a High Capacity RNA-to-cDNA kit (Applied Biosystems, Foster City, CA, USA), following the manufacturer’s instructions. RT-qPCR was performed using Applied Biosystems 7500 Fast Real-Time PCR System (Applied Biosystems) to evaluate the expression of mouse *Hif1a* (Applied Biosystems; assay ID, Mm00468869_m1), *Timp1* (Applied Biosystems; assay ID, Mm01341361_m1), *Vegfa* (Applied Biosystems; assay ID, Mm_00437306_m1), and *Col1a1* (Applied Biosystems; assay ID, Mm00801666_g1), with the house-keeping gene *Actb* (Applied Biosystems; assay ID, Mm02619580_g1) used as a control.

### Hypoxia-inducible factor (HIF)-1α inhibition

Mice were injected with 50 mg/kg PX-478-2HCL (Selleck Chemicals, Houston, TX, USA) in double-distilled water intraperitoneally 2, 3, 4, 5, and 6 days after orthotopic implantation.

### HIF-1α activation

Mice were injected with 50 mg/kg dimethyloxalylglycine (DMOG) (Tokyo Chemical Industry, Tokyo, Japan) in double-distilled water intraperitoneally 2, 5, 8, and 11 days after orthotopic implantation.

### AsA treatment

Mice were injected with freshly prepared AsA in double-distilled water (4 g/kg; pH 7.0) intraperitoneally once daily for 2 days after orthotopic implantation.

### Tumor volume measurement

In the harvested lungs, tumor size was measured using calipers, and tumor volume (V) was calculated as follows: V = length × width × height × 0.5. The harvested mediastinal lymph nodes were weighed, and visible foci on the right lung surface were manually counted.

### Hydroxyproline assay

Lung hydroxyproline content was measured as described previously [23] to evaluate lung fibrosis.

### Complete blood count measurements

Complete blood cell counts were measured using whole blood collected in tubes with 50 mM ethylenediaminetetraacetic acid (Sigma-Aldrich, St. Louis, MO, USA) and a PCE-310 platform (Erma, Saitama, Japan).

### Histological analysis

Harvested murine lungs were fixed in 2% formalin (Nacalai Tesque, Kyoto, Japan) and embedded in paraffin. Sections (5 μm thick) were stained with hematoxylin–eosin or Masson’s trichrome.

### Immunohistochemical staining

Lung tissue sections were antigen-retrieved in 10 mmol/L sodium citrate (pH 6.0) using a microwave for 20 min, followed by staining with ENVISION + kit/horseradish peroxidase (HRP) (Dako, Tokyo, Japan) [24]. Rabbit anti-HIF-1α antibody (ab114977, 1:250; Abcam, Cambridge, UK), rabbit anti-tissue inhibitor of metalloproteinase-1 (TIMP-1) antibody (BS-0415R, 1:200, Bioss, Woburn, MA, USA), rabbit anti-VEGFA antibody (ab51745, 5 μg/mL; Abcam), or rabbit anti-Ki-67 antibody (no. 9027, 1:400; Cell Signaling, Beverly, MA, USA) was added after blocking endogenous peroxidase and proteins. The sections were then incubated with HRP-labeled anti-rabbit IgG antibody, followed by substrate chromogen. The sections were then counterstained with hematoxylin.

### Serum sampling

Blood samples were collected from the facial veins and centrifuged at 1000 ×*g* and 4 °C for 15 min to separate the cells. Serum was used to estimate cytokine concentrations.

### Enzyme-linked immunosorbent assay (ELISA)

HIF-1α, tissue inhibitor of metalloproteinase-1 (TIMP-1), and vascular endothelial growth factor A (VEGFA) levels (expressed as ng/mg protein) in the tumor tissue of the left lung homogenate were determined using the HIF-1α Sandwich ELISA kit (Cell Biolabs, San Diego, CA, USA), TIMP1-Cell Lysate Mouse ELISA kit (Thermo Fisher Scientific), and Mouse VEGF Quantikine ELISA kit (R&D Systems), respectively, following the manufacturer’s protocols. Total protein concentration in samples was measured using the Pierce™ bicinchoninic acid assay kit (Rockford, IL, USA). Serum transforming growth factor-β-1 (TGFβ-1) concentration (expressed as ng/mL) was measured using the TGFβ-1 ELISA kit (R&D Systems) following the manufacturer’s protocol.

### Flow cytometry and cell sorting

Mice were euthanized to obtain single-cell suspensions. Tumor tissues of the left lungs were excised, minced, and digested in RPMI1640 medium containing 1.0 mg/mL collagenase A (Roche Diagnostics, Basel, Switzerland) and 20 U/mL DNase I (Takara Bio Inc., Shiga, Japan) at 37 °C for 30 min. Red blood cells were lysed using the ammonium-chloride-potassium lysis buffer (Thermo Fisher Scientific). After blocking with anti-mouse CD16/32 antibodies (FcγR, clone 93, BioLegend, San Diego, CA, USA), cell suspensions were incubated with the appropriate dilutions of antibodies or their isotype-matched controls. Rat monoclonal antibodies for mouse CD3 (17A2), CD4 (GK1.5), CD8 (53–6.7), CD25 (PC61), CD31 (390), CD45 (30-F11), CD140a (APA5), CD206 (C068C2), and CD326 (G8.8) were purchased from BioLegend. The cells were fixed and permeabilized for intracellular staining using the Cytofix/Cytoperm kit (BD Biosciences, San Jose, CA, USA) before staining with αSMA (1A4, Thermo Fisher Scientific). Cells were analyzed and sorted using a BD FACS Aria II (BD Biosciences) or BD LSR Fortessa X-20 system (BD Biosciences). Data were analyzed using FlowJo (Tree Star, Inc., Ashland, OR, USA).

### Patients

This study was approved by the Ethics Committee of the Hiroshima University Hospital (E2022-0171). We retrospectively reviewed medical records of patients with non-small cell lung cancer (NSCLC) treated at the Hiroshima University Hospital. Patients who underwent surgery between January 2015 and December 2017 and those who received chemotherapy without an indication for surgery between January 2016 and March 2021 were enrolled. Information on patient characteristics before treatment, including chest computed tomography and pathology results, was obtained. An opt-out method was used to obtain patient consent.

### Statistical analyses

Statistical analyses were performed using JMP Pro 16 (SAS Institute, Cary, NC, USA). Mann–Whitney *U* test or Pearson’s chi-squared test was used for comparing two groups, and multiple Mann–Whitney *U* test with Bonferroni correction was used to compare three or more groups. Correlations between numerical variables were determined using Spearman’s correlations. Survival was evaluated using Kaplan–Meier approach. Statistical significance was set at *P* ≤ 0.05.

## Results

### Murine model of lung cancer with IP

We developed a novel hybrid murine model of lung cancer with IP (IP + LC model) to validate the pathophysiological relationship between IP and lung cancer (Fig. 1A). Substantial tumor progression was observed macroscopically in the IP + LC model compared to that in the LC model (Fig. 1B). The tumor volume, mediastinal lymph node weight, and metastatic lung nodule count were significantly higher in the IP + LC model than in the LC model (Fig. 1C–E). No metastasis was observed in organs other than the lungs. These results were similar for LLC cell-transplanted C57BL/6 J and KLN205 cell-transplanted B6D2F1/Crl mice.

**Fig. 1:**
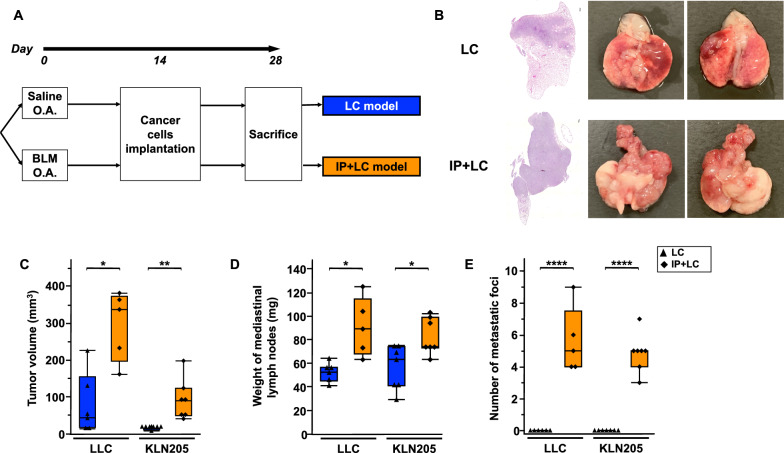
Novel murine model of lung cancer with interstitial pneumonia (IP) **A** Experimental scheme of the development of the mouse model of lung cancer with (IP + LC) or without (LC) interstitial pneumonia. LLC and KLN205 cells were the injected cancer cells. O.A., oropharyngeal administration. *BLM* bleomycin. **B** Hematoxylin and eosin staining of lung sections and macroscopic evaluation of the LC and IP + LC models on day 28. Scale bar: 300 μm. **C**–**E** Comparison of **C** tumor volume, **D** weight of mediastinal lymph nodes, and **E** number of metastatic foci between the LC and IP + LC models on day 28 (n = 5–7/group). *P < 0.05, **P < 0.01, ****P < 0.001

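Tumor tissue for RNA sequencing was collected on day 21 from 3 mice of the LC model and 3 mice of the IP + LC model. The mice of both groups carried Lewis lung carcinoma (LLC) cells, a mouse lung cancer line, which were injected into the left lung on day 14. In the IP + LC model, bleomycin, a drug that injures the lung and leads to fibrosis, was given at 2.0 mg/kg body weight 14 days before the injection of the cells. The libraries were made by bulk RNA barcoding and sequencing, in which an oligo-dT primer adds a sample barcode and a unique molecular identifier (UMI) of 10 nucleotides at the 3′ end of each transcript. Reads that carry the same UMI on the same gene are copies of 1 molecule and are counted once. The authors aligned the reads to the mouse genome GRCm38 with HISAT2, assigned them to genes with featureCounts and counted the different UMIs per gene without merging UMIs that differ by a sequencing error. The deposited values were these counts, without normalization.
The LC libraries held 592733, 1379759 and 1356381 UMIs in replicates 1, 2 and 3 (median 1356381). The IP + LC libraries held 1344042, 1631066 and 1336919 UMIs (median 1344042). A level of 3 UMIs, used as the limit of detection, corresponded to 5.06 counts per 1000000 UMIs (CPM) in LC replicate 1 and to between 1.84 and 2.24 CPM in the other 5 libraries. For the comparison of the groups, the counts were normalized by the TMM method, genes with too few UMIs were left out, and the 3 IP + LC libraries were compared with the 3 LC libraries by edgeR's quasi-likelihood test, at the adjusted p-value of 0.1 that the paper states for DEGs.
The count tables listed 31130 genes. At least 1 UMI was found for 29423 of these genes in at least 1 library, and 1707 genes had 0 UMIs in all 6 libraries. A single UMI in all libraries together was the basis for 4692 of the 29423 genes. When at least 1 UMI was required in every library, the number of genes was 13298. When at least 10 UMIs were required in at least 1 library, it was 13357. The LC libraries had 15182, 20522 and 24293 genes with at least 1 UMI in replicates 1, 2 and 3, and the IP + LC libraries had 19516, 20895 and 19881. After every library was thinned at random to the size of the smallest, these numbers were 15182, 17561 and 20421 in the LC group and 16605, 16961 and 16973 in the IP + LC group, so that LC replicate 1 was still the lowest and LC replicate 3 the highest at equal depth.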

In the RNA-sequencing analysis, 31,130 genes were quantitatively detected. 

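The gene expression patterns of the 6 tumors were compared on log2(CPM + 4) over the 11240 genes with enough UMIs for a test. In hierarchical clustering with average linkage on 1 minus Pearson's r, the top 2 branches held the 3 LC tumors and the 3 IP + LC tumors. In the principal component analysis, component 1 carried 60.0% of the variance, component 2 carried 29.1% and component 3 carried 4.24%. On component 1, the LC tumors had scores of -19.6, -51.6 and -54.9 and the IP + LC tumors had scores of 41.3, 49.5 and 35.3, in the order of the replicates. No score of one group fell within the range of the other. With 3 tumors per group, the smallest two-sided p-value that an exact permutation test allows is 0.1, so the separation on component 1 cannot reach 0.05 by such a test.
Across genes, which are not independent replicates, Pearson's r was 0.968 to 0.973 between the IP + LC tumors and 0.752 to 0.822 between tumors of different groups. Within the LC group, r was 0.962 between replicates 2 and 3, 0.840 between replicates 1 and 2, and 0.799 between replicates 1 and 3. LC replicate 1 was therefore about as far from LC replicate 3 as from the IP + LC tumors, to which its r was 0.796 to 0.822. It also lay apart on component 2, with a score of 66.2 against scores from -27.5 to -6.75 in the other 5 tumors. Of the alternatives tried, leaving out LC replicate 1 moved the share of component 1 most, to 83.6%. The groups did not overlap on component 1 in any of the 11 alternatives.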

Hierarchical clustering and principal component analysis showed that the IP + LC and LC groups were clearly distinct, indicating a difference in gene expression between the groups (Fig. 2A, B). In total, 3215 DEGs (1478 significantly upregulated and 1737 significantly downregulated) were identified between these groups (Fig. 2C). 

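Of the genes counted, 11240 were tested. An adjusted p-value below 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was found for 4088 genes, of which 1885 (46.1%) were upregulated and 2203 (53.9%) were downregulated in the IP + LC group. The change was at least 2-fold for 1043 of the upregulated and 1522 of the downregulated genes. In 4840 of all tested genes (43.1%), the 3 IP + LC tumors all lay on the same side of the 3 LC tumors, which chance gives for 10% of genes. The spread between replicates, given as the square root of the common dispersion, was 33.2% in the LC group and 10.9% in the IP + LC group. Without LC replicate 1, it was 13.7% in the LC group.
The number of DEGs depended most on single tumors. Without LC replicate 1 it was 6691, and 4067 of the 4088 genes were among them with the same direction. It was 2585 without LC replicate 2, 2660 without IP + LC replicate 1 and 2265 without IP + LC replicate 2. The balance of the directions depended on the scaling. With library size alone in place of the TMM factors, 2520 genes were upregulated (58.3%) and 1800 were downregulated, and the median log2 fold change of the tested genes moved by 0.16.
By the fitted log2 fold change, the 5 genes with the largest increase were Gm4841, Acod1, Cxcl9, Ubd and Gm14137. Only DEGs with at least 10 UMIs in every IP + LC tumor and no overlap between the groups were ranked. For genes near the limit of detection in the LC tumors, the place in this order is uncertain. The chemokine gene Cxcl9 (ENSMUSG00000029417), on chromosome 5 of GRCm38 from 92321347 to 92328079, had 24.6 ± 10.8 CPM in the LC group and 1150 ± 228 CPM in the IP + LC group (SD, n = 3), a log2 fold change of 5.55 (standard error 0.38, adjusted p = 0.000365 from edgeR). For Ubd it was 4.91, with 0, 4 and 0 UMIs in the LC tumors. This value rests on the 4 UMIs of LC replicate 2. Without that tumor the fitted log2 fold change of Ubd was 8.72 and only an increase of at least 10.9-fold can be stated. The other 3 genes did not exceed 3 UMIs in any LC tumor, so their change is given as a lower bound against that level, at least 14.7-fold for Acod1, 8.27-fold for Gm4841 and 3.73-fold for Gm14137. Gm4841 shares 7.54% of its transcript with other genes, so its UMIs are less certain.
Among the 5 genes with the largest decrease by the fitted log2 fold change, Bex4 was at 2 UMIs or fewer in every IP + LC tumor. It was at least 16.4-fold lower. The log2 fold change was -4.06 for Cytl1, -3.86 for Sult1d1 and -3.78 for Hpgd. The smallest p-values of the test belonged to Gbp2, Cenpe and Scgb3a1 (adjusted p = 0.000354 for each in edgeR). Gbp2 rose from 111 ± 3.56 to 1265 ± 158 CPM and Cenpe from 15.5 ± 0.608 to 162 ± 16.7 CPM, while Scgb3a1 fell from 2118 ± 244 to 170.1 ± 26.6 CPM (SD, n = 3). From the separation of the groups in clustering and principal component analysis (Fig. 2A, B), the paper reasons that gene expression differed between the LC and IP + LC models, and it then lists the DEGs.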

GO analysis revealed that DEGs associated with the immune system were upregulated, and those associated with intercellular adhesion were downregulated (Fig. 2D). 

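The paper's Gene Ontology terms were not recomputed here. Gene families chosen by symbol were tested in their place with limma's camera test, with the p-values adjusted over the 25 lists that had at least 3 tested genes. The immune families (chemokines, interleukins and their receptors, interferon-induced genes, Toll-like receptors and major histocompatibility genes among others) had 186 tested genes. Of these, 86 were upregulated DEGs and 28 were downregulated DEGs in the IP + LC group. Their median log2 fold change was 0.71 (adjusted p = 2.77e-08 from camera). The cell-cell adhesion families (cadherins, claudins, desmosomal proteins, gap junction proteins and others) had 47 tested genes, with 2 upregulated and 30 downregulated DEGs and a median log2 fold change of -1.05 (adjusted p = 1.52e-08 from camera). The epithelial adhesion gene Epcam fell from 65.3 ± 32.4 to 25.7 ± 0.384 CPM (SD, n = 3), and the endothelial adhesion gene Pecam1 had a log2 fold change of -1.66 (adjusted p = 0.00134 from edgeR).
Camera used a preset correlation of 0.01 between genes, under which 23 of the 25 lists passed 0.1. With the rotation test fry, 20 lists passed, the immune families (adjusted p = 0.0192) and the adhesion families (adjusted p = 0.0245) among them. The 5 that did not were the T cell and cytotoxic T cell lists, which did not pass in camera either, and the hypoxia-induced genes, the macrophage list and the erythroid list. With the correlation estimated from the 6 tumors, 0 lists passed after adjustment and 2 had an unadjusted p-value below 0.05. The adjusted p-values were then 0.292 for the immune families and 0.319 for the adhesion families. Without LC replicate 3, 18 lists passed in camera, and both families were among the lists that stayed past the limit without each tumor in turn.
Sets of the Reactome database were tested as an alternative to the families. Interferon Signaling had a median log2 fold change of 0.76 over 92 tested genes (adjusted p = 6.92e-10 from camera), Cytokine Signaling 0.51 over 185 genes (8.89e-08), Immune System 0.33 over 679 genes (0.000165) and Innate Immune System 0.29 over 412 genes (0.00348). Cell-cell junction organization had -0.78 over 25 genes (0.00722), Cell junction organization -0.40 over 46 genes (0.0383) and Muscle contraction -1.15 over 39 genes (2.02e-07). Of the 9 sets tested, 8 passed 0.1 in camera and 8 in fry. With an estimated correlation 0 passed, 1 had an unadjusted p-value below 0.05, and the adjusted p-values ran from 0.149 to 0.706.
The immune genes did not all change in the same direction. Lists of cell type markers had a median log2 fold change of 0.93 for macrophages (adjusted p = 0.0388 from camera), but of -2.48 for alveolar macrophages (5.46e-09), -1.59 for neutrophils (0.00487) and -1.36 for B cells (0.0148). The T cell list (0.18, adjusted p = 0.576) and the cytotoxic T cell list (0.24, adjusted p = 0.797) did not stand apart from the other tested genes in camera. They did not pass 0.1 in fry either (adjusted p = 0.607 and 0.747 from fry). Within the 5 genes of the cytotoxic T cell list, Gzmb was higher (log2 fold change 1.88, adjusted p = 0.00688 from edgeR). Gzma was lower (-1.34, adjusted p = 0.00354 from edgeR), and the other genes of this list were not DEGs. Along with the adhesion families, lower levels in the IP + LC group were found for the marker lists of airway epithelium (-2.81, adjusted p = 1.63e-14), endothelium (-2.24, 1.72e-10), cardiac muscle (-2.14, 1.25e-06), smooth muscle (-1.95, 3.43e-06), type 2 alveolar cells (-1.87, 4.04e-07) and type 1 alveolar cells (-1.48, 0.00162). None of these medians changed its sign with DESeq2's size factors, upper quartile normalization or library size alone in place of the TMM factors.

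**Figure D1:**
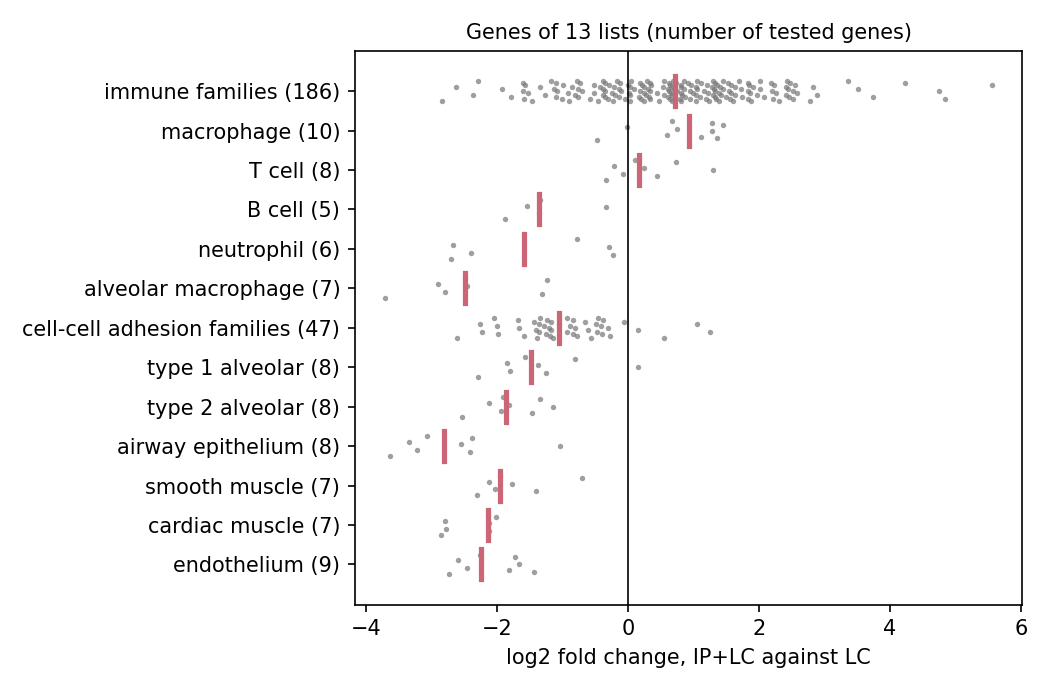
Log2 fold change of IP + LC against LC for each tested gene of 13 lists. Each dot is 1 gene, the vertical red bar is the median of the list, and the number in brackets is the number of tested genes. The median lies at 0.71 for the immune families and at -1.05 for the cell-cell adhesion families, and single immune genes lie on both sides of 0.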

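Hypoxia-inducible factor 1 (HIF-1) is a transcription factor that accumulates when oxygen is low and drives genes of glycolysis, angiogenesis and the extracellular matrix. A list of 111 genes of its signaling pathway, written by hand, had 90 tested genes, of which 23 were upregulated and 11 were downregulated DEGs in the IP + LC group. The median log2 fold change was 0.28 (adjusted p = 0.0793 from camera and 0.0115 from fry). All 22 genes of the paper's heatmap (Fig. 2E) are in this list, and 14 of the 23 upregulated DEGs were among them. The test of the list is therefore not separate from the heatmap. The pathway list did not pass 0.1 without LC replicate 3 (adjusted p = 0.132), with at least 10 UMIs in every library or after thinning, and over its alternatives the adjusted p-value lay between 0.0115 and 0.287.
The paper drew a heatmap of 22 genes of this pathway, among them Igf1, Hif1a, Nos2, Aldoa, Nfkb1, Slc2a1, Map2k2, Rps6kb2, Plcg2, Rela, Pik3r2, Akt1, Hmox1, Pfkfb3, Ldha, Eno1, Pgk1, Eif4e2, Timp1, Eif4e and Hk1. All 22 had a positive log2 fold change in the IP + LC group, with a median of 0.77. In 17 of them the 3 IP + LC tumors all lay above the 3 LC tumors, which chance gives for 5% of genes. An adjusted p-value below 0.1 was found for 14 genes in edgeR's test over all 11240 genes, and for 17 genes when adjusted over the list alone. The study chose these genes on the same tumors, so neither the count over the list nor the count without overlap is independent evidence. The 8 genes that did not pass over all genes, among them Map2k2, Rps6kb2, Plcg2, Rela, Pik3r2, Akt1 and Pfkfb3, had log2 fold changes from 0.27 to 0.63 and adjusted p-values from 0.129 to 0.478. The count depended on single tumors. It was 21 without LC replicate 1, 4 without LC replicate 2, 8 without LC replicate 3, 9 without IP + LC replicate 1, 4 without IP + LC replicate 2 and 10 without IP + LC replicate 3. With all libraries thinned to the depth of the smallest it was 9.
Hif1a (ENSMUSG00000021109), which encodes the HIF-1α subunit, lies on chromosome 12 of GRCm38 from 73901375 to 73947530. It had 67.03 ± 7.61 CPM in the LC group and 115 ± 26.0 CPM in the IP + LC group (SD, n = 3), from 44 to 81 and from 126 to 245 UMIs per tumor. The log2 fold change was 0.79 (standard error 0.23, adjusted p = 0.0322 from edgeR). The log2 fold change of Hif1a did not pass 0.1 without LC replicate 2 (0.75, adjusted p = 0.121) or without IP + LC replicate 2 (0.63, adjusted p = 0.148). Over its 20 settings, the adjusted p-value lay between 0.00157 and 0.148. Other annotated genes overlap 8.11% of the exonic sequence of Hif1a, and the paper's text does not state whether the counting used the strand.
The largest change of the 22 genes was that of Nos2. Its 1, 3 and 2 UMIs in the LC tumors did not exceed the limit of detection, so Nos2 was at least 8.60-fold higher in the IP + LC group. The log2 fold change was 1.20 for the glucose transporter gene Slc2a1, 1.39 for Pgk1, 1.12 for Eno1 and 1.05 for Ldha. The last 3 share 68.8%, 81.5% and 55.0% of their transcripts with near-identical transcripts of other genes, so their UMIs are uncertain. A list of 14 tested glycolysis genes, 6 of which are in the heatmap, had a median log2 fold change of 0.99 (adjusted p = 5.15e-05 from camera). A list of 21 tested hypoxia-induced genes, with 5 from the heatmap, had a median of 0.56 (adjusted p = 0.0942 from camera and 0.146 from fry).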

KEGG pathway analysis revealed the HIF-1 signaling pathway as a pathway associated with both lung cancer and IP (Fig. 2E). *Hif1a* mRNA expression was compared between the healthy control, IP model (Additional file 1: Fig. S1A), LC model, and IP + LC model. Both the IP and LC models showed significantly higher *Hif1a* expression when compared to the healthy control. Moreover, the IP + LC model showed higher *Hif1a* expression than both the IP and LC models (Additional file 1: Fig. S1B). In addition, RT–qPCR was performed to compare *Hif1a* expression between the sorted cancer cells (GFP + /CD45-) from the IP + LC and LC models. Cells from the IP + LC model showed significantly higher *Hif1a* expression than the LC model (Additional file 1: Fig. S2).

**Fig. 2:**
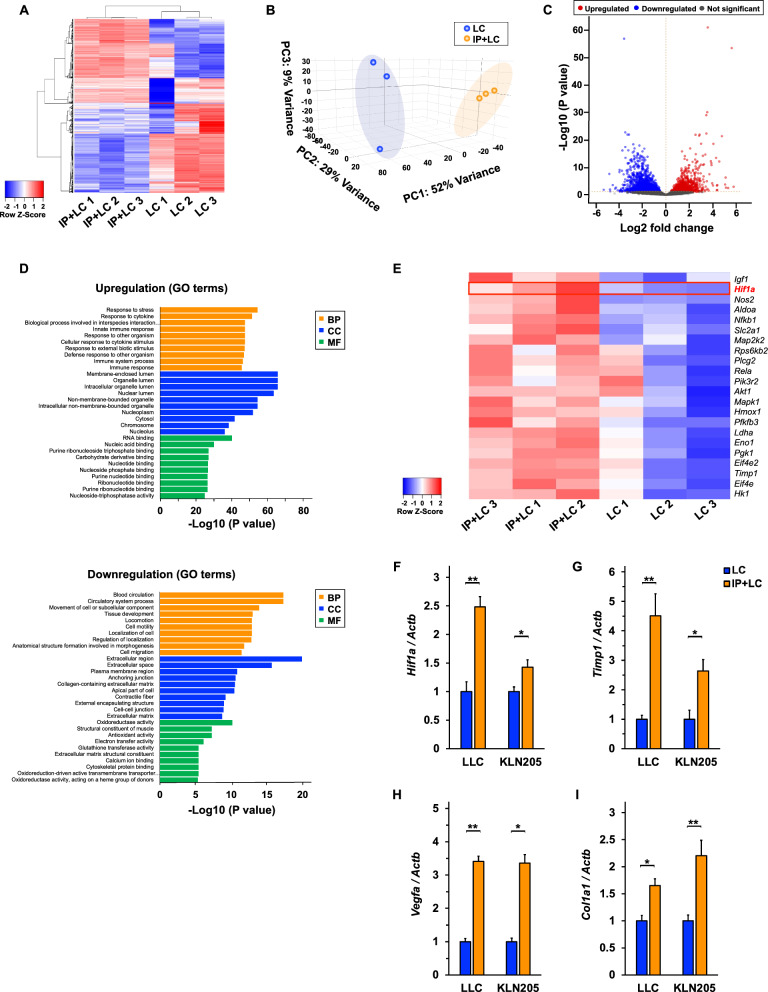
RNA sequencing and RT-qPCR of the LC and IP + LC models **A** Hierarchically clustered heatmap showing gene expression patterns. **B** Each dot represents one tumor sample subjected to principal component analysis (PCA). **C** Volcano plot of IP + LC and LC model gene expression profiles (n = 3/group). **D** Upregulated and downregulated terms in Gene Ontology (GO) enrichment pathway analysis when comparing the LC and IP + LC models. The terms are categorized into biological process (BP), cellular component (CC), and molecular function (MF). The y-axis shows the top 10 terms, and the x-axis shows the negative logarithm of the *P*-value. **E** Heatmap showing a portion of differentially expressed genes related to the HIF-1 signaling pathway between the models. **F**–**I** Comparison of mRNA expression of *Hif1a, Timp1*, *Vegfa,* and *Col1a1* in tumor tissues obtained from the LC and IP + LC models on day 21 (n = 4–5/group). Data are shown as mean ± SEM. *P < 0.05, **P < 0.01

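The mRNAs of Timp1 and Vegfa were counted in the same tumors. Timp1 (ENSMUSG00000001131) lies on chromosome X of GRCm38 from 20870166 to 20874735. It had 87.9 ± 74.8 CPM in the LC group and 326 ± 85.1 CPM in the IP + LC group (SD, n = 3), a log2 fold change of 1.95 (standard error 0.52, adjusted p = 0.0233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 IP + LC tumors, at 382, 368 and 228 CPM, lay above the LC tumors, at 174, 51.7 and 38.1 CPM. LC replicate 1 widened the spread of the LC group. Without it, the log2 fold change was 2.86 (adjusted p = 3.93e-07 from the same test). Without LC replicate 2, the log2 fold change was 1.67 and the adjusted p-value was 0.102, which is above 0.1. Over its 20 settings, the adjusted p-value of Timp1 lay between 1.04e-10 and 0.102.
Vegfa (ENSMUSG00000023951) lies on chromosome 17 of GRCm38 from 46016993 to 46032369. It had 243 ± 63.5 CPM in the LC group and 87.0 ± 13.9 CPM in the IP + LC group (SD, n = 3), from 117 to 373 and from 115 to 141 UMIs per tumor. The log2 fold change was -1.49 (standard error 0.25, adjusted p = 0.00354 from edgeR), and all 3 IP + LC tumors lay below all 3 LC tumors. In the fits without 1 tumor each, it stayed between -1.59 and -1.26 with adjusted p-values of at most 0.0376. Neither Timp1 nor Vegfa shares sequence with a near-identical copy.

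**Figure D2:**
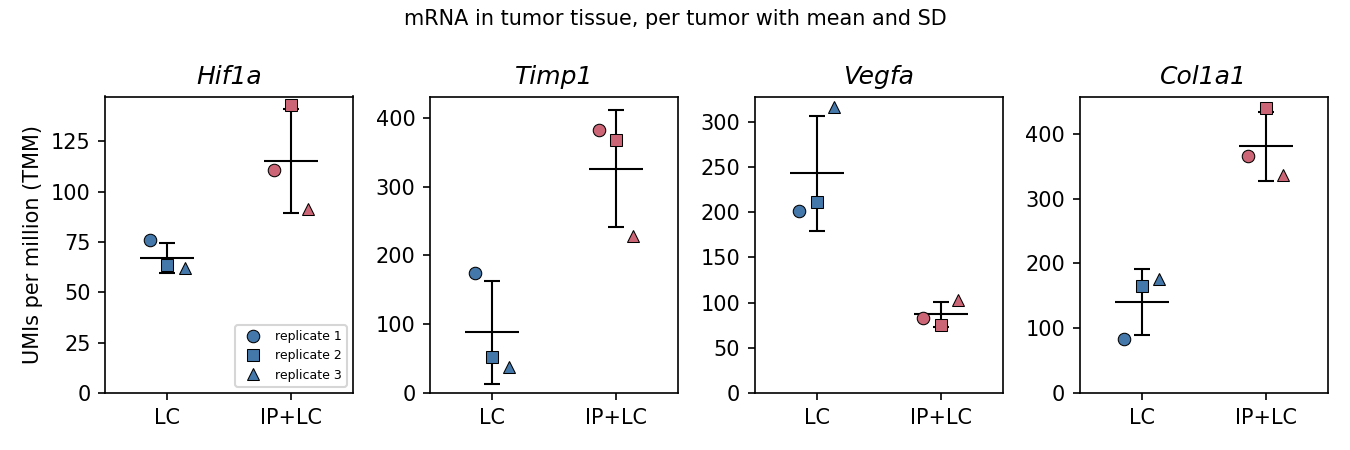
CPM after TMM normalization for Hif1a, Timp1, Vegfa and Col1a1 in tumor tissue on day 21. Each point is 1 tumor, with 3 LC and 3 IP + LC tumors per panel. The horizontal line is the mean and the error bar is the SD. For Hif1a, Timp1 and Col1a1 the IP + LC tumors lie above the LC tumors, and for Vegfa they lie below.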

In the HIF-1 pathway, we focused on two mRNAs: *Timp1*, which is involved in the extracellular matrix, barrier function, and cell proliferation, and *Vegfa*, which is involved in angiogenesis and fibrosis. In addition, we focused on *Col1a1* as the factor associated with fibrosis. 

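Col1a1 (ENSMUSG00000001506), which encodes the α1 chain of type I collagen, lies on chromosome 11 of GRCm38 from 94936224 to 94953042. It had 141 ± 51.0 CPM in the LC group and 381 ± 53.5 CPM in the IP + LC group (SD, n = 3), a log2 fold change of 1.42 (standard error 0.29, adjusted p = 0.00844 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was larger than the spread between tumors, with 82.7, 164 and 176 CPM in the LC tumors and 366, 440.1 and 336 CPM in the IP + LC tumors. It stayed between 1.17 and 1.58 without each tumor in turn. Col1a2, which encodes the other chain of type I collagen, had a log2 fold change of 0.67 (adjusted p = 0.0355 from edgeR). For Col3a1 it was 0.59 and did not pass 0.1 (adjusted p = 0.106 from edgeR), although all 3 IP + LC tumors lay above the LC tumors. Other genes of fibroblasts were lower. Pdgfra had a log2 fold change of -1.06, and of the 9 tested genes of the fibroblast list, 2 were upregulated and 6 were downregulated DEGs (median -1.10, adjusted p = 0.00605 from camera). The Reactome set Extracellular matrix organization did not stand apart from the other tested genes (median 0.10 over 167 genes, adjusted p = 0.803 from camera). It did not pass 0.1 in fry either (adjusted p = 0.785 from fry). Genes that move in opposite directions can cancel in both tests, so changes of single matrix genes are not ruled out. From the HIF-1 pathway among the DEGs, the paper selected Timp1 and Vegfa and added Col1a1 as a gene of fibrosis, and it then measured their mRNA by RT-qPCR (Fig. 2F–I).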

RT-qPCR was performed to validate the RNA sequencing results. The IP + LC group showed significantly higher *Hif1a*, *Timp1*, *Vegfa*, and *Col1a1* expression than the LC group (Fig. 2F–I). In addition, both the IP and LC models showed significantly higher *Timp1*, *Vegfa*, and *Col1a1* expression than the healthy control. Moreover, the IP + LC model showed higher expression of these mRNAs than both the IP and LC models (Additional file 1: Fig. S1C–E).

### Inhibition of the HIF-1 pathway as a therapeutic strategy for lung cancer with IP

We hypothesized that HIF-1 inhibitors may be a potential treatment for lung cancer with interstitial pneumonia, and AsA, which promotes HIF-1α degradation, may be an alternative therapeutic candidate. Therefore, we compared the efficacy of the HIF-1α inhibitor (HIF-1α-i) PX-478-2HCL to that of AsA in the IP + LC model (Fig. 3A). The AsA dose was the same as that in previous studies [25, 26]. Compared to those in the control group, the enhanced tumor progression was suppressed (Fig. 3B) and the volume of primary tumors was significantly decreased to the same degree in the HIF-1α-i and AsA ( +) groups (Fig. 3C). Similar results were observed for the mediastinal lymph node weight, metastatic lung nodule count, and hydroxyproline levels (Fig. 3D–F). Overall, the antitumor and antifibrotic effects of HIF-1α-i and AsA on the IP + LC model were comparable.

**Fig. 3:**
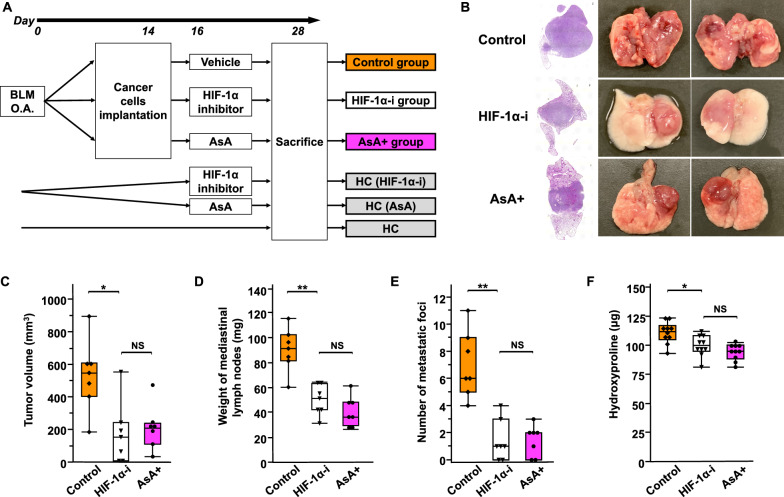
HIF-1α pathway inhibitor as a therapeutic strategy for lung cancer with interstitial pneumonia (IP) **A** Experimental scheme of comparison of treatments in the IP + LC model. The injected cancer cells were LLC cells. O.A., oropharyngeal administration. *BLM* bleomycin, AsA ascorbic acid, *HIF-1α* hypoxia-inducible factor 1α. *HIF-1α-i*, HIF-1α inhibitor. *HC* Healthy control. **B** Hematoxylin and eosin staining of lung sections and macroscopic evaluation obtained from the Control, HIF-1α-i, and AsA + groups on day 28. Scale bar: 300 μm. **C**–**E** Comparison of **C** tumor volume, **D** weight of mediastinal lymph nodes, and **E** number of metastatic foci among the Control, HIF-1α-i, and AsA + groups on day 28 (n = 7/group). NS represents not significant. *P < 0.05, **P < 0.01. **F** Comparison of hydroxyproline levels among the Control, HIF-1α-i, and AsA + groups on day 28 (n = 10/group). NS represents not significant. *P < 0.05

Body weights (BW) and complete blood counts (CBC) were measured to investigate the side effects of the HIF-1α inhibitor and AsA. The HIF-1α-i, but not the AsA + , group had significantly lower BW than the control group (Additional file 1: Fig. S3A). The HC (HIF-1α-i), but not the HC (AsA), group had significantly lower red blood cell counts and hemoglobin levels than the HC group (Additional file 1: Fig. S3B–C). Similarly, the HIF-1α-i, but not the AsA + , group also had significantly lower red blood cell counts and hemoglobin levels than the control group (Additional file 1: Fig. S3B–C). In addition, the HC (HIF-1α-i), but not the HC (AsA), group had significantly lower white blood cell counts than the HC group (Additional file 1: Fig. S3D). No significant differences were observed in the platelet counts between groups (Additional file 1: Fig. S3E).

### Effect of AsA on lung cancer with IP

First, we analyzed the effect of AsA in lung cancer alone (Additional file 1: Fig. S4A) and IP alone (Additional file 1: Fig. S5A) models and found that AsA suppressed cancer progression (Additional file 1: Fig. S4B–D) and pulmonary fibrosis (Additional file 1: Fig. S5B, C) in both models. Next, we assessed the effect of AsA in the novel IP + LC model using two different cancer cell lines (LLC and KLN205) (Fig. 4A). The enhanced tumor progression was inhibited in the AsA + IP + LC group compared to that in the IP + LC group (Fig. 4B). Primary tumor volume was significantly higher in the IP + LC group than in the LC group, whereas it was significantly decreased in the AsA + IP + LC group (Fig. 4C). Similar results were observed for the mediastinal lymph node weight and the metastatic lung nodule count, regardless of the murine species or lung cancer histological type (Fig. 4D, E). Moreover, hydroxyproline levels were higher in the IP + LC group than in the LC group and were significantly lower in the AsA + IP + LC group than in the IP + LC group (Fig. 4F). Histological examination of the right lung revealed overlapping pulmonary fibrosis and intrapulmonary metastases in the IP + LC group but not in the LC group (Fig. 4G). Moreover, the AsA + IP + LC group showed significantly reduced metastases and fibrosis compared to the IP + LC group. The IP + LC group had significantly higher red blood cell counts, but not hemoglobin levels than the LC group (Additional file 1: Fig. S6B–C). No significant differences were observed in the other parameters between groups (Additional file 1: Fig. S6A–E). Cytokine analysis was further performed to examine the effects of AsA. Immunohistochemical staining revealed increased expression of HIF-1α, TIMP-1, and VEGFA in the IP + LC group compared to that in the LC group; however, this increased expression was suppressed by AsA (Fig. 4H, Additional file 1: Fig. S7). Histological findings were confirmed at the protein level using ELISA; HIF-1α, TIMP-1, and VEGFA levels in the tumor tissue were significantly higher in the IP + LC group than in the LC group (Fig. 4I–K), and these were reduced by treatment with AsA, regardless of the murine species or lung cancer histological type. Similar results were observed for the levels of serum TGFβ-1, which is involved in fibrosis and tumor progression (Fig. 4L).

**Fig. 4:**
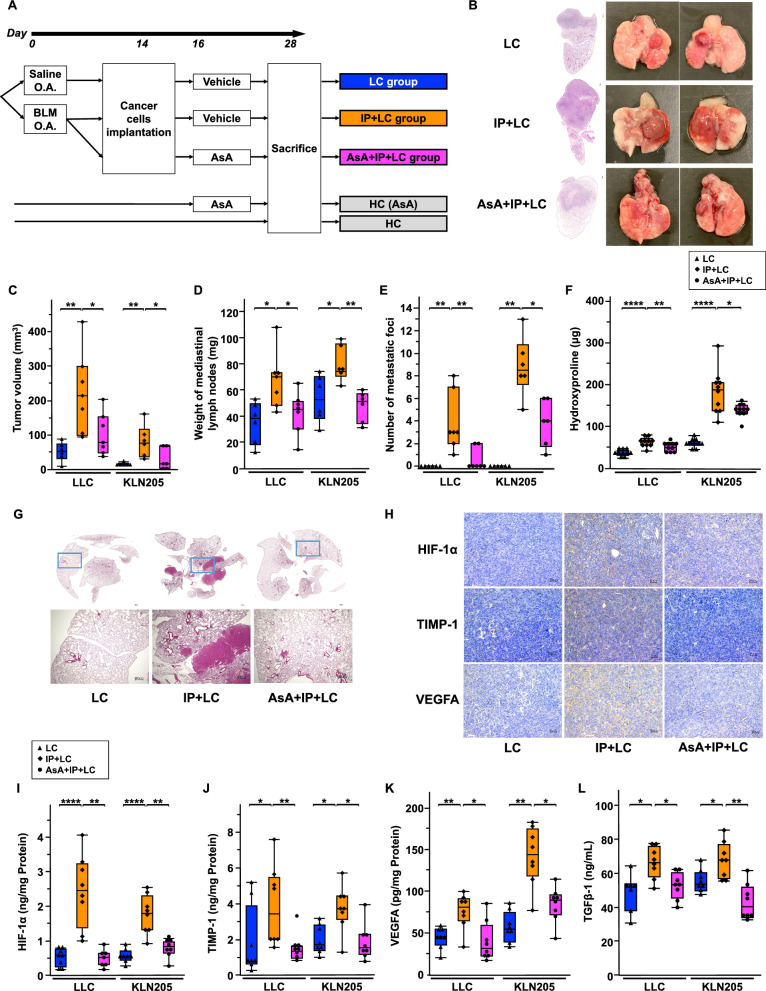
Effect of AsA on lung cancer with interstitial pneumonia (IP). **A** Experimental scheme comparing tumor progression and lung fibrosis among the LC, IP + LC, and AsA + IP + LC groups. The injected cancer cells were LLC and KLN205 cells. O.A., oropharyngeal administration. BLM, bleomycin. AsA, ascorbic acid. HC, Healthy control. **B** Hematoxylin and eosin staining of lung sections and macroscopic evaluation of the LC, IP + LC, and AsA + IP + LC groups on day 28. The results are shown for LLC. Scale bar: 300 μm. **C**–**E** Comparison of **C** tumor volume, **D** weight of mediastinal lymph nodes, and **E** number of metastatic foci among the LC, IP + LC, and AsA + IP + LC groups on day 28 (n = 6–7/group). *P < 0.05, **P < 0.01. **F** Comparison of hydroxyproline levels among the LC, IP + LC, and AsA + IP + LC groups on day 28 (n = 10/group). *P < 0.05, **P < 0.01, ****P < 0.001. **G** Masson’s trichrome staining of lung tissue sections obtained from the LC, IP + LC, and AsA + IP + LC groups on day 28. Scale bar: 300 μm. **H** Immunohistochemical staining of LC, IP + LC, and AsA + IP + LC group tumor tissues on day 28, with anti-HIF-1α, anti-TIMP-1, and anti-VEGFA antibodies. The results are shown for LLC cells. AsA, ascorbic acid. HIF-1α, hypoxia-inducible factor 1α. TIMP-1, tissue inhibitor of metalloproteinase-1. VEGFA, vascular endothelial growth factor A. Scale bar: 50 μm. **I**–**K** Comparison of the concentration of **I** HIF-1α, **J** TIMP-1, and (K) VEGFA protein in the tumor tissue among the LC, IP + LC, and AsA + IP + LC groups on day 28 (n = 7–8/group). *P < 0.05, **P < 0.01, ****P < 0.001. **L** Comparison of serum TGFβ-1 protein concentration among the LC, IP + LC, and AsA + IP + LC groups on day 28 (n = 8/group). *P < 0.05, **P < 0.01

### IP-mediated changes in the tumor microenvironment

Flow cytometry was performed using lung tumor tissues to examine how IP alters the tumor microenvironment. The flow cytometric definitions of each cell fraction were as follows: lung cancer cell (GFP + /CD45−), tumor-associated macrophages (TAM; GFP-/CD45 + /CD206 +), cancer-associated myofibroblasts (CAMF; GFP-/CD45-/CD31-/CD326-/CD140a + /αSMA +), regulatory T cells (Treg; GFP−/CD3 + /CD4 + /CD25 +), and cytotoxic T lymphocytes (CTL; GFP-/CD3 + /CD8 +) (Fig. 5A). The cancer cell fraction was significantly higher in the IP + LC group than in the LC group, and AsA significantly decreased it (Fig. 5B, C). Similar results were observed for the TAM fraction (Fig. 5D, E). The CAMF fraction was significantly higher in the IP + LC group than in the LC group. However, the difference between the IP + LC and AsA + IP + LC groups was not significant (Fig. 5F, G). The Treg fraction was also significantly higher in the IP + LC group than in the LC group, but it was decreased by AsA (Fig. 5H, I). In contrast, the CTL fraction was significantly lower in the IP + LC group than in the LC group; however, the difference between the IP + LC and AsA + IP + LC groups was not significant (Fig. 5H, J). The CTL/Treg ratio was significantly lower in the IP + LC group than in the LC group, which was reversed by AsA (Fig. 5K). In addition, the relationship between the HIF-1 signaling pathway and the tumor microenvironment was examined. Significant correlations were observed between HIF-1α and the cancer cell fraction, TAM fraction, CAMF fraction, and CTL/Treg ratio (Fig. 5L). These results were similar for LLC cell-transplanted C57BL/6 J and KLN205-cell transplanted B6D2F1/Crl mice (Additional file 1: Fig. S8A–G).

**Fig. 5:**
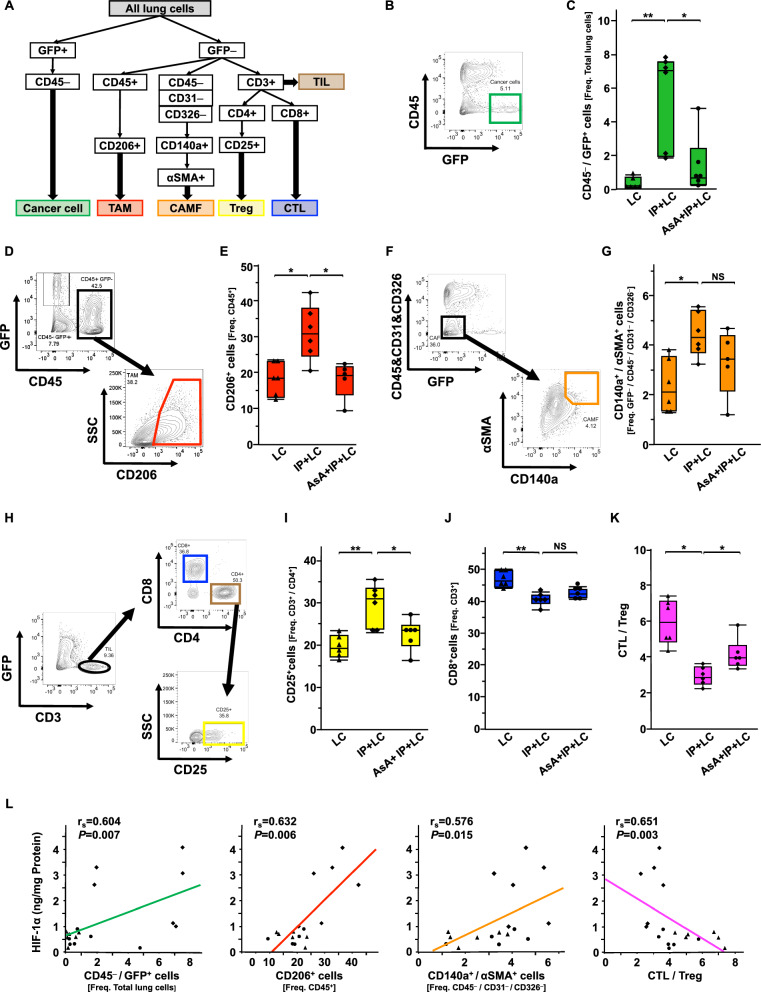
Interstitial pneumonia (IP)-mediated changes in the tumor microenvironment **A** Flow cytometric strategy to define cancer cells, tumor-associated macrophages *TAM *cancer-associated myofibroblasts, *CAMF* tumor-infiltrating lymphocytes ,*TIL* regulatory T cells (Treg), and cytotoxic T lymphocytes (CTL). The injected cancer cells were LLC cells. **B** Representative gating image of cancer cells (GFP + /CD45-) in all lung cells. **C** Comparison of cancer cell fraction among the LC, IP + LC, and AsA + IP + LC groups on day 28 (n = 6/group). *P < 0.05, **P < 0.01. AsA, ascorbic acid. **D** Representative gating image of TAM (GFP-/CD45 + /CD206 +) in all lung cells. **E** Comparison of TAM fraction among the LC, IP + LC, and AsA + IP + LC groups on day 28 (n = 5–6/group). *P < 0.05. **F** Representative gating image of CAMF (CD140a + /αSMA +) in lung GFP-/CD45-/CD31-/CD326- cells. **G** Comparison of CAMF fraction among the LC, IP + LC, and AsA + IP + LC groups on day 28 (n = 5–6/group). NS represents not significant. *P < 0.05. **H** Representative gating images of CTL (CD8 +) in TIL (GFP-/CD3 +) and Tregs (CD25 +) in CD4 + TIL. **I**–**K** Comparison of **I** Treg fraction, **J** CTL fraction, and **K** CTL/Treg ratio among the LC, IP + LC, and AsA + IP + LC groups on day 28 (n = 6/group). NS represents not significant. *P < 0.05. **P < 0.01. **L** Correlations between HIF-1α expression in the tumor tissue and cancer cell fraction, TAM fraction, CAMF fraction, and CTL/Treg ratio on day 28. HIF-1α, hypoxia-inducible factor 1α

### HIF-1α plays a key role in AsA treatment

To confirm that HIF-1α degradation is a key mechanism underlying the efficacy of AsA treatment in the IP + LC model, IP + LC models treated with or without AsA (AsA [ +] and AsA [−] groups) were compared with the IP + LC model treated with both AsA and the HIF-1α activator DMOG (AsA + HIF-1α-ac group) (Fig. 6A). DMOG diminished the suppressed tumor progression macroscopically observed in the AsA ( +) group (Fig. 6B). Consistently, the reduced tumor volume, mediastinal lymph node weight, metastatic lung nodule count, and hydroxyproline levels observed in the AsA ( +) group were also diminished by DMOG (Fig. 6C–F). There were no significant changes in BW or CBC between groups (Additional file 1: Fig. S9A–E).

**Fig. 6:**
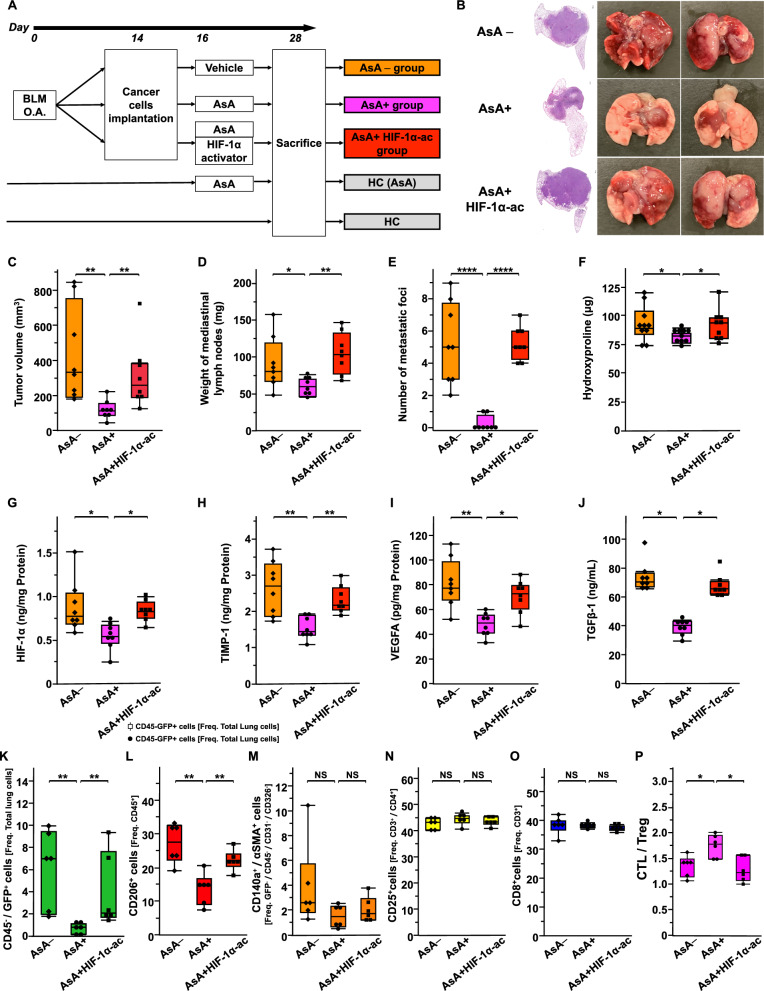
HIF-1α plays a key role in treatment with AsA **A** Experimental scheme comparing tumor progression and lung fibrosis among the AsA–, AsA + , and AsA + HIF-1α-ac groups. The injected cancer cells were LLC cells. *OA*, oropharyngeal administration, *BLM* bleomycin, *AsA* ascorbic acid, *HIF-1α* hypoxia-inducible factor 1α, *HIF-1α-ac* HIF-1α activator, *HC* Healthy control. **B** Hematoxylin and eosin staining of lung sections and macroscopic evaluation results from the AsA−, AsA + , and AsA + HIF-1α-ac groups on day 28. Scale bar: 300 μm. **C**–**E** Comparison of **C** tumor volume, **D** weight of mediastinal lymph nodes, and **E** number of metastatic foci among the AsA−, AsA + , and AsA + HIF-1α-ac groups on day 28 (n = 8/group). *P < 0.05, **P < 0.01, ****P < 0.001. **F** Comparison of hydroxyproline level among the AsA−, AsA + , and AsA + HIF-1α-ac groups on day 28 (n = 10/group). *P < 0.05. **G**–**I** Comparison of the concentrations of **G** HIF-1α, **H** TIMP-1, and (I) VEGFA proteins in the tumor tissue among the AsA−, AsA + , and AsA + HIF-1α-ac groups on day 28 (n = 8/group). TIMP-1, tissue inhibitor of metalloproteinase-1. VEGFA, vascular endothelial growth factor A. *P < 0.05, **P < 0.01. **J** Comparison of the concentrations of serum TGFβ-1 protein among the AsA−, AsA + , and AsA + HIF-1α-ac groups on day 28 (n = 8/group). *P < 0.05. **K**–**P** Comparison of **K** cancer cell fraction, **L** tumor-associated macrophages (TAM) fraction, **M** cancer-associated myofibroblasts (CAMF) fraction, **N** regulatory T cells (Treg) fraction, **O** cytotoxic T lymphocytes (CTL) fraction, and **P** CTL/Treg ratio among the AsA−, AsA + , and AsA + HIF-1α-ac groups on day 28 (n = 6/group). *NS* represents not significant. *P < 0.05, **P < 0.01

The HIF-1α level in the tumor tissue was significantly lower in the AsA ( +) group than in the AsA (−) group but higher in the AsA + HIF-1α-ac group than in the AsA ( +) group, suggesting that DMOG reversed the decrease in HIF-1α level in the IP + LC model administered AsA (Fig. 6G). Similar results were obtained for TIMP-1, VEGFA, and serum TGFβ-1 levels (Fig. 6H–J). The effects of DMOG on the tumor microenvironment were also examined using flow cytometry (Fig. 6K–P). DMOG diminished the suppressed cancer cell and TAM fractions in the AsA ( +) group. The CAMF fraction was not significantly lower in the AsA ( +) group than in the AsA (−) group, and the difference between the AsA ( +) and AsA + HIF-1α-ac groups was also not significant. However, a significant change was observed in the CTL/Treg ratio.

### Prognosis of patients with NSCLC with and without IP

To validate the results obtained from animal experiments, we retrospectively studied two cohorts of patients with NSCLC: patients with early-stage NSCLC who underwent surgery (cohort 1) and patients with advanced NSCLC who received chemotherapy alone (excluding immune checkpoint and tyrosine kinase inhibitors) without an indication for surgery (cohort 2). Of the 399 patients in cohort 1 (Fig. 7A), 31 with radiologically confirmed IP and a pathological usual interstitial pneumonia pattern were included in the IP ( +) group, and 335 patients lacking radiological evidence of IP were included in the IP (−) group. Thirty-three patients with radiologically confirmed IP but not the pathological usual interstitial pneumonia patterns were excluded. Propensity score matching was performed for age, sex, smoking history, Eastern Cooperative Oncology Group Performance Status, presence of chronic obstructive pulmonary disease, surgical procedure, pathological staging, and histological type. Finally, 24 IP ( +) and 24 IP () cases were analyzed.

**Fig. 7:**
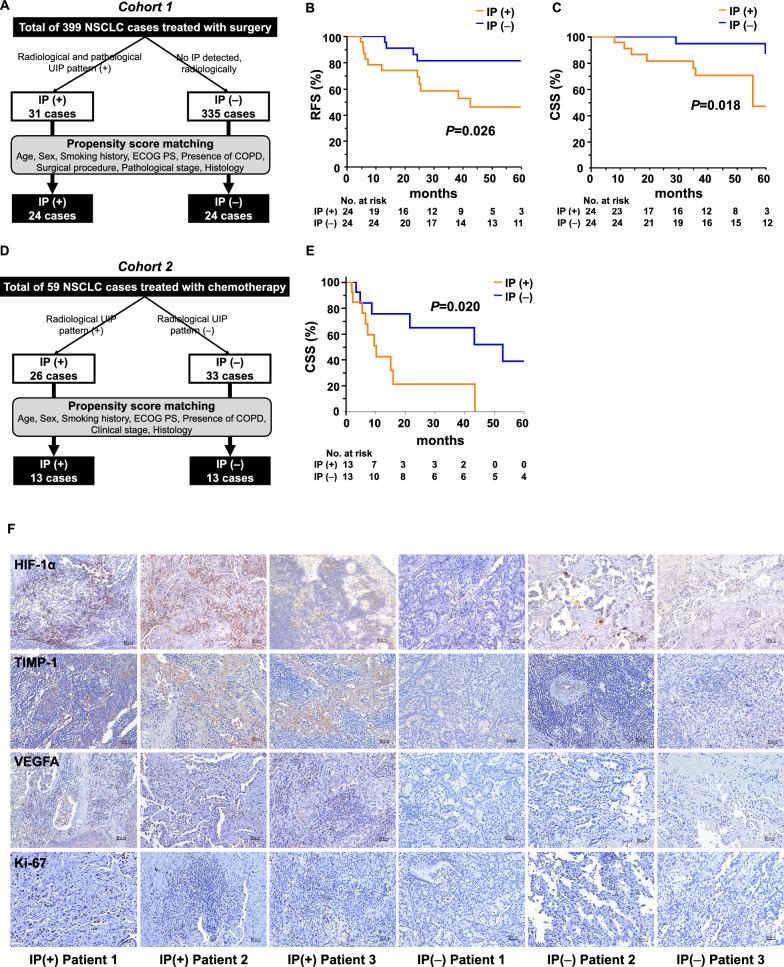
Prognosis of patients with non-small cell lung cancer with and without interstitial pneumonia (IP) **A** Definition of patients with lung cancer with IP [IP ( +)] and without IP [IP (−)] among the enrolled patients with NSCLC treated with surgery (cohort 1). NSCLC, non-small cell lung cancer. UIP, usual interstitial pneumonia. ECOG PS, Eastern Cooperative Oncology Group Performance Status. COPD, chronic obstructive pulmonary disease. **B**–**C** Kaplan–Meier survival curves for **B** recurrence-free survival (RFS) and **C** cause-specific survival (CSS) periods between the IP ( +) and IP (−) groups in cohort 1. **D** Definition of patients with lung cancer with IP [IP ( +)] and without IP [IP (−)] among the enrolled patients with NSCLC treated with chemotherapy (cohort 2). **E **Kaplan–Meier survival curves for CSS between the IP ( +) and IP (−) groups in cohort 2. **F** HIF-1α, TIMP-1, VEGFA, and Ki-67 expression in tumor specimens of the IP ( +) and IP (−) groups in cohort 2. Representative images of tumor specimens stained with an antibody against human HIF-1α, TIMP-1, VEGFA, and Ki-67 via immunohistochemistry

After matching, the Krebs von den Lungen-6 and carcinoembryonic antigen levels were significantly higher in the IP ( +) group than in the IP (−) group (Table 1). The postoperative recurrence-free survival,cause-specific survival (CSS), and overall survival (OS) periods were significantly shorter in the IP ( +) group when compared with the IP (−) group (Fig. 7B, C and Additional file 1: Fig. S10A). HIF-1α and Ki-67 expression in the resected lung tissue were representatively increased in the cancer cells from patients with underlying IP (Additional file 1: Fig. S10B). The IP ( +) group showed significantly higher Ki-67 expression in the tumor area of the resected lung than the IP (−) group (Additional file 1: Fig. S10C, *P* = 0.040, 47.0 ± 20.0 vs. 31.2 ± 25.2).

**Table 1:** Characteristics of patients who underwent surgery

Patient characteristic	IP ( +)	IP (−)	*P*
Participants, n	n = 24	n = 24	
Age (years)	74.0 (69.5–77.0)	72.5 (67.2–78.0)	0.901
Sex, male/female	20/4	23/1	0.143
ECOG PS, 0/1	18/6	18/6	1.000
Smoking history, pack-years	48.0 (26.2–75.0)	60.0 (42.5–87.5)	0.301
COPD, ±	7/17	9/15	0.539
Pathological stage, I/II/IIIA/IIIB	16/3/4/1	18/4/2/0	0.507
Histology			0.933
Adenocarcinoma	8	8	
Squamous cell carcinoma	11	10	
Others	5	6	
Surgical procedure			0.944
Lobectomy	10	11	
Segmentectomy	6	6	
Partial resection	8	7	
KL-6, U/mL	482.0 (306.7–771.5)	262.5 (204.7–341.0)	< 0.001
CEA	4.9 (2.8–9.8)	3.2 (2.4–3.9)	0.012
CYFRA	4.0 (2.3–4.6)	2.5 (1.8–4.9)	0.132

Data are expressed as frequency or median (interquartile range). *IP* interstitial pneumonia, *ECOG PS* eastern cooperative oncology group performance status, *COPD* chronic obstructive pulmonary disease, *KL-6* Krebs von den Lungen-6, *CEA* carcinoembryonic antigen, *CYFRA* cytokeratin 19 fragment

In cohort 2, the enrolled 59 patients were radiologically divided into 26 with IP (IP [ +] group) and 33 without IP (IP [−] group) (Fig. 7D). Propensity score matching was performed for age, sex, smoking history, Eastern Cooperative Oncology Group Performance Status, presence of chronic obstructive pulmonary disease, clinical staging, and histological type. Finally, 13 IP ( +) and 13 IP (−) cases were analyzed. After matching, the Krebs von den Lungen-6 and cytokeratin 19 fragment levels were significantly higher in the IP ( +) group than in the IP (−) group (Table 2). Similar to that seen in cohort 1, the CSS and OS were significantly shorter in the IP ( +) group than in the IP (−) group (Fig. 7E and Additional file 1: Fig. S10D). In cohort 2, HIF-1α, TIMP-1, VEGFA, and Ki-67 expression of surgical lung biopsy cases was representatively increased in the cancer cells underlying IP (Fig. 7F). The IP-mediated lung cancer progression observed in the animal model and human cohort is summarized in Fig. 8.

**Table 2:** Characteristics of patients who underwent chemotherapy

Patient characteristic	IP ( +)	IP (−)	*P*
Participants, n	n = 13	n = 13	
Age (years)	69.0 (68.0–74.0)	68.0 (65.5–72.5)	0.254
Sex, male/female	12/1	11/2	0.535
ECOG PS			
0/1/2	7/4/2	7/5/1	0.798
Smoking history			
Pack-years	50.0 (45.0–63.0)	47.0 (42.5–73.5)	0.938
COPD			
+/−	12/1	11/2	0.535
Clinical stage			
IIIA/IIIB/IVA/IVB	1/0/7/5	1/0/10/2	0.394
Histology			0.489
Adenocarcinoma	11	12	
Squamous cell carcinoma	1	1	
Others	1	0	
KL-6, U/mL	949.0 (446.0–1683.0)	461.0 (214.0–771.0)	0.039
CEA	10.5 (5.5–21.6)	42.7 (6.1–307.4)	0.127
CYFRA	9.7 (3.5–14.3)	5.2 (1.7–5.8)	0.036

Data are expressed as frequency or median (interquartile range). *IP* interstitial pneumonia, *ECOG PS* eastern cooperative oncology group performance status, *COPD* chronic obstructive pulmonary disease, *KL-6* Krebs von den Lungen-6, *CEA* carcinoembryonic antigen, *CYFRA* cytokeratin 19 fragment

**Fig. 8:**
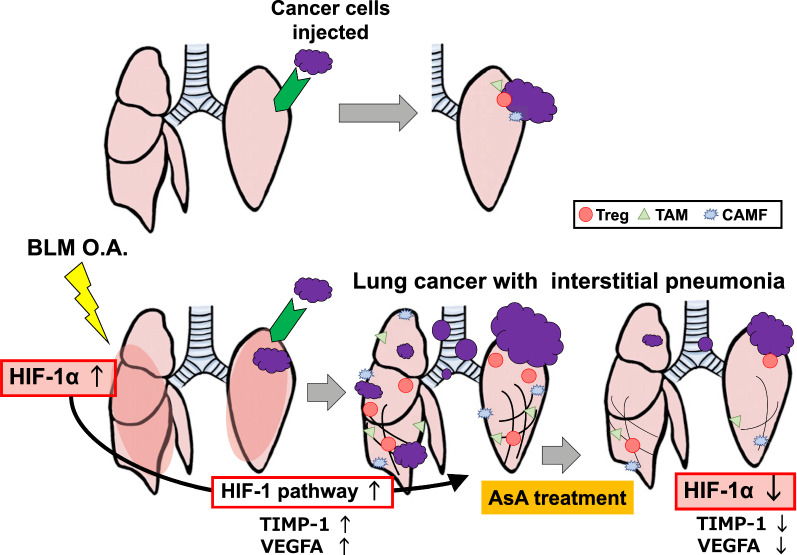
Summary of the study *BLM* bleomycin. *OA* oropharyngeal administration, *AsA* ascorbic acid, *Treg* regulatory T cells. *TAM* tumor-associated macrophages, *CAMF* cancer-associated myofibroblasts, *HIF-1α* hypoxia-inducible factor 1α, *TIMP-1* tissue inhibitor of metalloproteinase-1, *VEGFA* vascular endothelial growth factor A

## Discussion

In the present study, we developed a novel murine model to investigate the effect of IP on lung cancer and the tumor microenvironment. In addition to rapid primary tumor growth and increased mediastinal lymph node weight, we observed lung metastases in the IP + LC mouse model but not in the LC model. These results are consistent with previous reports of rapid tumor growth in lung cancer with IP [27] and our findings of early postoperative recurrence and short overall survival in patients with lung cancer accompanied by IP. Moreover, the IP ( +) and IP (−) groups showed a significant difference in the Ki-67 score of the tumor cells, suggesting that chronic microenvironmental changes in the lungs due to IP can increase the malignant potential of lung cancer. In the IP + LC model, metastatic areas generally overlapped the lung fibrosis areas induced by bleomycin, which is consistent with the fact that, in chest computed tomography scans of lung cancer with IP, most tumors are observed in fibrotic areas [8]. Therefore, the IP + LC model developed in this study mimics human pathophysiology. Furthermore, in the IP + LC model, metastasis was observed only in the lungs, suggesting a close relationship between lung inflammation or fibrosis and lung cancer.

In the present study, RNA sequencing revealed an altered immune system, downregulated intercellular adhesion, and enhanced HIF-1 signaling pathway in the IP + LC model compared to the LC model. HIF-1 is a hypoxia-dependent inducer of erythropoietin in the hepatocarcinoma cell line Hep3B [28]. In many solid tumors, HIF-1 activation allows cancer cells to adapt to their environment via metabolic reprogramming and angiogenesis and increases the metastatic potential and resistance to chemotherapy and radiotherapy via epithelial–mesenchymal transition [29–32]. Furthermore, in patients with NSCLC who underwent surgery, the group with a high HIF-1α score in the resected lungs exhibited a poorer prognosis than the low HIF-1α score group [33]. Activated HIF-1α participates in murine bleomycin-induced pulmonary fibrosis [34] and human idiopathic pulmonary fibrosis [35]. As expected, the elevated *Hif1α* expression in the IP and LC models (compared to healthy mice) was also observed. Furthermore, we found that *Hif1a* expression was further elevated in the IP + LC model than that seen in IP or LC alone. Thus, the HIF-1 signaling pathway was shown to be associated with both lung cancer and IP. Therefore, we focused on HIF-1α as a promising key player in IP-mediated lung cancer progression and tumor microenvironmental changes, and demonstrated that a HIF-1α inhibitor was effective against lung cancer with IP. Administering pharmacological concentrations of AsA (an alternative to HIF-1 inhibitors) inhibited the progression of both cancer and underlying pulmonary fibrosis, with effects comparable to those seen with HIF-1α inhibitors. In addition, AsA administration did not appear to cause any side effects such as BW or CBC changes. AsA level is tightly regulated in the bloodstream by renal excretion [36]. AsA regulates the transcriptional activity of HIF-1 and HIF-2 in cells; it promotes HIF-1 degradation by enhancing iron-dependent dioxygenase activation, which hydroxylates critical proline and asparagine residues in HIF-1α [37]. Although physiological AsA concentrations may not regulate HIF-1 in cancer cells, pharmacological AsA concentrations reportedly suppress HIF-1 [38, 39]. Notably, the anticancer effects of AsA are not limited to HIF-1α suppression; AsA contributes to glycolysis attenuation in cancer cells [25], causing DNA damage via reactive oxygen species [26] due to redox imbalance. Our experiments using DMOG, which inhibits the effects of AsA, demonstrated that the anticancer effects of AsA mainly depend on HIF-1α suppression. However, the effects of AsA on IP are poorly understood. Although clinical studies are limited [40], animal studies have reported the usefulness of AsA in a paraquat-induced pulmonary fibrosis model [41] and decreased AsA concentration in the lungs of bleomycin-induced pulmonary fibrosis mice [42]. Therefore, pharmacological AsA concentrations might inhibit HIF-1α and suppress cancer cell proliferation while preventing IP progression.

In the present study, we demonstrated that HIF-1α upregulation in the IP + LC model was suppressed by AsA. In association with tumor and microenvironmental cells, HIF-1 induces angiogenesis via HIF-1-dependent expression of VEGFA and platelet-derived growth factor B, aids cancer cell survival by mediating extracellular matrix remodeling and metabolic reprogramming in cancer-associated fibroblasts, and suppresses adaptive immune system via Treg and TAM recruitment and activation [43]. The contribution of the interaction between tumors and microenvironmental cells to cancer progression is widely accepted; however, few studies have examined the tumor microenvironment in lung cancer with IP. In the present study, we confirmed that IP affects the tumor microenvironment, and this altered tumor microenvironment is significantly correlated with HIF-1α expression. Furthermore, AsA corrected the imbalance in the tumor microenvironment.

This study had some limitations. First, statistical analyses of HIF-1α expression and the tumor microenvironment in human lung cancer with IP were not performed. Most advanced lung cancers are diagnosed using small tissue samples obtained via transbronchial lung biopsy; therefore, we could not obtain sufficient tissue samples for this analysis. Second, our human cohort was retrospective, with a small sample size. Hence, prospectively examining HIF-1α expression in more cases of human lung cancer with IP is required. Finally, the AsA dose in the IP + LC model was relatively high, and the method of AsA administration needs to be considered for human adaptation.

## Conclusions

In the present study, using a novel disease model of lung cancer with IP and a human cohort, we demonstrated that the HIF-1 pathway plays a critical role in IP-mediated lung cancer progression and can thus serve as a therapeutic target. Overall, the study provides important insights into improving the management of patients with lung cancer and IP.

### Supplementary Information

**Additional file 1: Fig. S1.** Comparison of gene expression in each model. **Fig. S2.** Comparison of *Hif1a* expression between the sorted cancer cells from the IP+LC and LC models. **Fig. S3.** Comparison of side effects in each group of Fig. 3. **Fig. S4.** Effect of AsA on lung cancer alone model. **Fig. S5.** Effect of AsA on IP alone model. **Fig. S6.** Comparison of side effects in each group of Fig. 4. **Fig. S7.** Effect of AsA on lung cancer with interstitial pneumonia (IP). **Fig. S8.** Interstitial pneumonia (IP)-mediated changes in the tumor microenvironment based on flow cytometry. **Fig. S9.** Comparison of side effects in each group of Fig. 6. **Fig. S10.** Prognosis of patients with non-small cell lung cancer with and without interstitial pneumonia (IP).

## Data Availability

The data generated in this study and materials are available from the corresponding author upon reasonable request. Raw RNA sequencing data are deposited in the NCBI for the Biotechnology Information Gene Expression Omnibus database (GEO GSE226270).

## Abbreviations

AsA: Ascorbic acid
BLM: Bleomycin
CAMF: Cancer-associated myofibroblasts
DEGs: Differentially expressed genes
DMOG: Dimethyloxalylglycine
GE: Gene ontology
HIF-1: Hypoxia-inducible factor 1
HIF-1α-ac: HIF-1α activator
HIF-1α-i: HIF-1α inhibitor
IP: Interstitial pneumonia
KEGG: Kyoto Encyclopedia of Genes and Genomes
LC: Lung cancer
LLC: Lewis lung carcinoma
NSCLC: Non-small cell lung cancer
OA: Oropharyngeal aspiration
PCA: Principal component analysis
PC-1: Principal component-1
RT-qPCR: Reverse transcription-quantitative PCR
TAM: Tumor-associated macrophages
TIMP-1: Tissue inhibitor of metalloproteinase-1
Treg: Regulatory T cell
VEGFA: Vascular endothelial growth factor A

# Supplementary material for: Hypoxia-inducible factor 1α modulates interstitial pneumonia-mediated lung cancer progression
**Source:** J Transl Med. 2023 Nov 27;21:857. doi: 10.1186/s12967-023-04756-6
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Comparison of gene expression in each model. Fig. S2. Comparison of Hif1a expression between the sorted cancer cells from the IP+LC and LC models. Fig. S3. Comparison of side effects in each group of Fig. 3. Fig. S4. Effect of AsA on lung cancer alone model. Fig. S5. Effect of AsA on IP alone model. Fig. S6. Comparison of side effects in each group of Fig. 4. Fig. S7. Effect of AsA on lung cancer with interstitial pneumonia (IP). Fig. S8. Interstitial pneumonia (IP)-mediated changes in the tumor microenvironment based on flow cytometry. Fig. S9. Comparison of side effects in each group of Fig. 6. Fig. S10. Prognosis of patients with non-small cell lung cancer with and without interstitial pneumonia (IP).

**Additional file 1**

**Hypoxia-inducible factor 1α modulates interstitial pneumonia-mediated lung cancer progression**

Kiyofumi Shimoji^1^, Taku Nakashima^1^*, Takeshi Masuda^1^, Masashi Namba^1^, Shinjiro Sakamoto^1^, Kakuhiro Yamaguchi^1^, Yasushi Horimasu^1^, Takahiro Mimae^2^, Shintaro Miyamoto^1^, Hiroshi Iwamoto^1^, Kazunori Fujitaka^1^, Hironobu Hamada^3^, Morihito Okada^2^, Noboru Hattori^1^

The Additional file 1 includes 10 Figures.

**Fig. S1. Comparison of gene expressions in each model.**

(A) Experimental scheme of the development of the IP model. O.A., oropharyngeal administration. BLM, bleomycin. HC, Healthy control. (B–E) Comparison of (B) *Hif1a*, (C) *Timp1*, (D) *Vegfa* and (E) *Col1a1* between the HC, IP model, LC model and IP+LC model on day 21 (n = 4–5/group). *P < 0.05.

**Fig. S2. Comparison of *Hif1a* expression between the sorted cancer cells of the IP+LC and LC models.**

*P < 0.05.

**Fig. S3. Comparison of side effects in each group of Fig. 3.**

(A–E) Comparison of (A) body weight change during the experimental period, (B) red blood cells; RBC, (C) hemoglobin; Hb, (D) white blood cells; WBC and (D) platelet; PLT between the Control, HIF-1α-i, AsA+, HC, HC (HIF-1α-i) and HC (AsA) groups on day 28 (n=5-8/group). AsA, ascorbic acid. HIF-1α, hypoxia-inducible factor 1α. HIF-1α-i, HIF-1α inhibitor. HC, Healthy control. NS represents not significant. **P* < 0.05.

**Fig. S4. Effect of AsA on lung cancer alone model.**

(A) Experimental evaluation scheme of AsA treatment in the LC model. AsA, ascorbic acid. i.p, intraperitoneal injection. (B) Hematoxylin and eosin staining of lung sections and macroscopic evaluation of the LC and AsA+LC groups on day 14. The results are shown for LLC. Scale bar: 300 μm. (C and D) Comparison of (C) tumor volume and (D) weight of mediastinal lymph nodes between the LC and AsA+LC groups on day 14 (n = 7/group). NS represents not significant. *P < 0.05.

**Fig. S5. Effect of AsA on IP alone model.**

(A) Experimental evaluation scheme of AsA treatment in the IP model using C57BL/6 mice. AsA, ascorbic acid. BLM, bleomycin. O.A., oropharyngeal administration. i.p, intraperitoneal injection. (B) Comparison of hydroxyproline levels among the sham, IP, and AsA+IP groups on day 28 (n = 5–7/group). *P < 0.05, **P < 0.01. (C) Hematoxylin, eosin, and Masson’s trichrome staining of lung tissue sections obtained from the sham, IP, and AsA+IP groups on day 28. Scale bar: 300 μm.

**Fig. S6. Comparison of side effects in each group of Fig. 4.**

(A–E) Comparison of (A) body weight change during the experimental period, (B) red blood cells; RBC, (C) hemoglobin; Hb, (D) white blood cells; WBC and (D) platelet; PLT between the LC, IP+LC, AsA+IP+LC, HC and HC (AsA) groups on day 28 (n=5-8/group). AsA, ascorbic acid. HC, Healthy control. NS represents not significant. *P < 0.05.

**Fig. S7. Effect of AsA on lung cancer with interstitial pneumonia (IP).**

Immunohistochemical staining of KLN205 tumor tissue from the LC, IP+LC, and AsA+ IP+LC groups with anti-HIF-1α, anti-TIMP-1 and anti-VEGFA antibodies on day 28. HIF-1α, hypoxia-inducible factor 1α. TIMP-1, tissue inhibitor of metalloproteinase-1. VEGFA, vascular endothelial growth factor A. Scale bar: 50 μm.

**Fig. S8. Interstitial pneumonia (IP)-mediated changes in the tumor microenvironment based on flow cytometry.**

(A–F) Flow cytometry for examining cancer and tumor microenvironment in the LC, IP+LC, and AsA+IP+LC groups on day 28. For injected cancer cells, KLN205 was used. AsA, ascorbic acid. Comparison of (A) cancer cell fraction, (B) tumor-associated macrophages (TAM) fraction, (C) cancer-associated myofibroblasts (CAMF) fraction, (D) regulatory T cells (Treg) fraction, (E) cytotoxic T lymphocytes (CTL) fraction, and (F) CTL / Treg ratio between the LC, IP+LC, and AsA+IP+LC groups on day 28 (n = 6/group). NS represents not significant. *P < 0.05, **P < 0.01. (G) Correlations between HIF-1α expression in tumor tissue and cancer cell fraction, TAM fraction, CAMF fraction, and CTL / Treg ratio on day 28. HIF-1α, hypoxia-inducible factor 1.

**Fig. S9. Comparison of side effects in each group of Fig. 6.**

(A–E) Comparison of (A) body weight change during the experimental period, (B) red blood cells; RBC, (C) hemoglobin; Hb, (D) white blood cells; WBC and (D) platelet; PLT between the AsA–, AsA+, AsA+HIF-1α-ac, HC and HC (AsA) groups on day 28 (n=5-8/group). AsA, ascorbic acid. HIF-1α, hypoxia-inducible factor 1α. HIF-1α-ac, HIF-1α activator. HC, Healthy control. NS represents not significant.

**Fig. S10. Prognosis of patients with non-small cell lung cancer with and without interstitial pneumonia (IP).**

(A) Kaplan–Meier survival curve for overall survival period (OS) between the IP (+) and IP (–) groups in cohort 1. (B) HIF-1α and Ki-67 expression in tumor specimens of the IP (+) and IP (–) groups in cohort 1. Representative images of tumor specimens stained with an antibody against human HIF-1α or Ki-67 via immunohistochemistry. (C) Comparison of Ki-67 expression in the tumor area of the resected lung between the IP (+) and IP (–) groups in cohort 1 (n = 20–21/group). *P < 0.05. (D) Kaplan–Meier survival curve for OS between the IP (+) and IP (–) groups in cohort 2.

How the deposited data were processed for this re-analysis (not part of the article)

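RNA was sequenced from tumor tissue of 3 LC and 3 IP + LC mice on day 21, after LLC cells had been injected on day 14. The authors made the libraries with bulk RNA barcoding and sequencing and read 19 bp of barcode and UMI and 81 bp of insert. They extracted the UMIs with UMI-tools 1.1.1, removed adaptors, low-quality bases and reads shorter than 20 bp with Trim Galore 0.6.7, aligned the reads to GRCm38 with HISAT2 2.2.1 and assigned them to genes with featureCounts 2.0.1. UMIs were counted by UMI-tools with the method that counts every different UMI. The deposited values are counts of UMIs per gene, without normalization, in 1 table per tumor with 31130 genes by Ensembl identifier. The annotation release and the use of the strand are not named in the paper's text. The paper states iDEP 0.96 and an adjusted p-value below 0.1 for DEGs, and it does not name the test, the filter on low counts or the transform before principal component analysis. Because UMIs count molecules, the counting error is that of the molecules sampled. A UMI of 10 nucleotides has 1048576 combinations. The highest count, 59221 UMIs of mt-Rnr2 in LC replicate 3, means that 2.85% of its molecules were lost to equal UMIs, and sequencing errors in UMIs that were not merged act in the other direction.
From these counts, log2 fold changes, standard errors and adjusted p-values were computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15 in at least 3 libraries, which left 11240 genes. Libraries were scaled by TMM, with factors from 0.905 to 1.07. The quasi-likelihood test compared the IP + LC with the LC group without a block, and p-values were adjusted by the Benjamini-Hochberg method with a limit of 0.1. CPM values are after TMM scaling and are given with the SD over 3 tumors. A fold against a group in which no library exceeds 3 UMIs is given as a lower bound against 3 UMIs. Clustering and principal component analysis used log2(CPM + 4), centred per gene.
Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and also with an estimated correlation and with fry. They were the 22 genes of Fig. 2E, the HIF-1 pathway, hypoxia-induced genes, glycolysis, immune families, cell-cell adhesion families, glutathione transferases, ribosome biogenesis and the paper's flow cytometry markers, and marker lists of type 1 and type 2 alveolar cells, airway epithelium, cardiac, skeletal and smooth muscle, endothelium, fibroblasts, macrophages, alveolar macrophages, neutrophils, T cells, regulatory T cells, cytotoxic T cells, B cells, erythroid cells, mesothelium, proliferation, a female host and the Y chromosome. Lists with fewer than 3 tested genes were not tested. In addition, 9 Reactome sets of the fgsea package 1.28.0 were tested, after 18910 of the 31130 identifiers were matched to Entrez identifiers. Symbols, coordinates, transcript lengths, GC content and transcript sequences came from GENCODE mouse release M21 on GRCm38, in which all 31130 identifiers were found. Near-identical copies were searched with blastn 2.17.0+ as matches of at least 81 nucleotides and 95% identity between transcripts of different genes.
The mapping of the samples, the lists, the tests between the groups, the alternatives and the rule for the genes to name were set before the data were examined. The rule takes every gene the paper names from its RNA work, the 5 largest increases and the 5 largest decreases among DEGs with at least 10 UMIs in each library of the higher group and no overlap between the groups, the 3 smallest p-values, the most abundant markers and the flow cytometry markers, and the genes with the highest counts. The alternatives were DESeq2's size factors, upper quartile scaling and library size only in place of TMM, other filters on low counts, DESeq2 1.42.0, limma voom with and without sample quality weights and robust edgeR in place of the quasi-likelihood test, a replicate block, other limits for DEGs, counts thinned to 592733 UMIs per library with random seed 1, and each tumor left out in turn. The thinning of the correlations between tumors, the removal of trends with GC content and transcript length, a list of 8 genes proposed as transcripts of the tumor line, some single genes outside the rule such as Actb and Malat1, and many of the tests of technical explanations were added after seeing the data.
The procedure was tested on simulated data, drawn from the means and library sizes of the tumors over 10950 tested genes with 200 genes changed by 2 on the log2 scale. The quasi-likelihood test found 194 of the 200 with 14 false calls when the spread was that fitted to both groups, and 200 with 19 false calls when the spread was that of the IP + LC group. The 200 genes were drawn from those with higher counts, so the recovery does not hold for genes with few UMIs. Both simulated groups had the same spread, unlike the tumors (33.2% in the LC and 10.9% in the IP + LC group). Far fewer genes were changed than were called in the tumors. With a length trend put into the LC libraries of 10897 unchanged genes, 3734 genes were called, and 2 after the trend was taken out. This trend was the same in all LC libraries, while in the tumors the steepest slope with length was that of LC replicate 1. How well a trend in a single library is taken out was not simulated.
The RT-qPCR, ELISA, flow cytometry and patient data of the paper were not analysed here. Tumors of the KLN205 line, healthy controls and the IP model were likewise not analysed here.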

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

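The tests of explanations in this part were chosen after the results were seen. The rule for the genes, the tests of the gene lists and the fits without each tumor in turn were set before. By the fitted log2 fold change, the 5 largest increases in the IP + LC group were found in genes that the paper does not discuss. Their levels lay above those of the LC group, which serves as the control. The log2 fold change was 5.55 for Cxcl9 and 4.91 for Ubd. The latter rests on 4 UMIs in LC replicate 2, without which the fitted log2 fold change of Ubd was 8.72 and its increase at least 10.9-fold. Acod1 was at least 14.7-fold, Gm4841 at least 8.27-fold and Gm14137 at least 3.73-fold higher, because their LC tumors did not exceed 3 UMIs. In the IP + LC tumors, Cxcl9 had between 1261 and 2346 UMIs, Ubd between 43 and 101, Acod1 between 61 and 90, Gm4841 between 31 and 58, and Gm14137 between 10 and 27. The lower depth of LC replicate 1 is argued against, since all 5 genes stayed upregulated DEGs without that tumor. Reads shared between near-identical copies are argued against for 4 of the 5 genes, which have no such copy, while Gm4841 shares 7.54% of its transcript with other genes. A larger share of macrophages in the IP + LC tumors cannot be told apart from a change of expression within cells. The macrophage list rose by a median of 0.93 on the log2 scale, less than any of the 5 genes, of which the smallest bound is 1.90 on that scale, but the 5 genes were picked for their size. In LC replicate 1 the macrophage list stood at 8.36 on the log2 scale, within the 8.24 to 8.48 of the IP + LC tumors and above the 7.15 and 6.72 of LC replicates 2 and 3. There Cxcl9 was at 25.8 CPM against 914 to 1369 CPM in the IP + LC tumors, and Acod1, Gm4841 and Ubd had 0 UMIs. These values go against a larger share of macrophages as the cause. They come from 1 tumor of low depth and from genes chosen for their size. By flow cytometry on day 28, the paper reports a larger fraction of tumor-associated macrophages in the IP + LC group. The explanation therefore stays open for these 5 genes. An effect of IP itself on these genes, which the design names, stays open and untested as a hypothesis.

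The list of 10 proliferation genes, which the paper does not discuss for the mouse tumors, had a median log2 fold change of 1.60 in the IP + LC group (adjusted p = 5.15e-05 from camera, 0.0348 from fry and 0.319 with an estimated correlation), and 8 of the 10 genes were upregulated DEGs. Top2a rose from 57.2 ± 38.4 to 426 ± 26.3 CPM (SD, n = 3). The mean level of the list on the log2(CPM + 4) scale was 6.08, 4.14 and 4.17 in LC replicates 1, 2 and 3, against 6.72, 6.74 and 6.57 in the IP + LC tumors. By flow cytometry on day 28, the paper reports a smaller cancer cell fraction in the LC group. On day 21, a smaller share of tumor cells in LC replicates 2 and 3 cannot be told apart from slower division of the same cells. The lists of alveolar and airway markers were higher in these tumors than in every IP + LC tumor, by at least 0.561 on the log2 scale, but LC replicate 1, with its higher level of the proliferation list, also lay above every IP + LC tumor in these lists, by at least 0.684. A list of 8 genes proposed as transcripts of the tumor line (Rhox5, Rhox2d, Rhox2h, Prl2c2, Prl2c3, Hmga2, Etv4 and Dusp9) stood at 5.82, 3.36 and 3.07 in LC replicates 1, 2 and 3 against 5.95 to 6.42 in the IP + LC tumors, but it was chosen for these values and decides nothing. An effect of IP on division, which the design names, was not tested.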

How the results depend on the processing

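The alternatives were set before the data were examined, apart from the removal of GC content and length trends and the thinning of the correlations, which were chosen after seeing the data. The 4088 DEGs became 4085 with DESeq2's size factors, 3968 with upper quartile scaling (40.6% upregulated), 4320 with library size only (58.3% upregulated), 4820 with no filter, 3056 with at least 10 UMIs in every library, 3215 with DESeq2, 4355 with limma voom, 4077 with robust edgeR, 3064 at an adjusted p-value below 0.05 and 4653 with the GC content and length trends taken out, all within 1.5 times the reported number. The filter of at least 0.5 CPM in at least 1 library removed no gene with a UMI, so it tests nothing beyond the fit with no filter. Larger moves came from limma voom with quality weights, with 6233 DEGs of which 3180 were upregulated (the cause was not tested), from thinning to the smallest library, with 2352 DEGs of which 1014 were upregulated and 1338 downregulated over 8832 tested genes, and from a limit of 2-fold, which leaves 2565 DEGs of which 1043 were upregulated. Across the 6 fits that each left out one tumor, the number ranged from 2265 without IP + LC replicate 2 to 6691 without LC replicate 1, that of upregulated genes from 897 to 3324 and that of downregulated genes from 1368 to 3367. The 4088 genes kept their direction in every one of these fits in which they were tested. DESeq2 shared 2939 of them, the thinned counts 2269, and the fit without IP + LC replicate 2 shared 2138. The rise without LC replicate 1 goes with the smaller spread of the LC group without it, 13.7% against 33.2%.

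Samples with the same replicate number did not deviate together, with correlations of 0.03, -0.12 and 0.11 for numbers 1, 2 and 3, so the numbers do not pair the tumors. With a replicate block, 3410 genes were DEGs, 3329 of them among the 4088. Among the genes named, Aldoa was no longer a DEG and Cd8a was one, and the list of flow cytometry markers did not pass 0.1. The block changed no other call among the named genes and lists.

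Of the 22 genes of Fig. 2E, 14 were upregulated DEGs, and between 13 and 20 were in the other fits on all 6 tumors, except for 9 after thinning, where fewer UMIs were counted. The number ranged from 4 to 21 when one tumor was left out. Hif1a kept its direction in 20 settings and passed 0.1 in 18, with a log2 fold change from 0.63 to 0.96 without each tumor in turn. Timp1 passed in 19 of 20, with 1.57 to 2.86. Vegfa passed in 20 of 20 with -1.59 to -1.26, and Col1a1 passed in 20 of 20 with 1.17 to 1.58. With the trends taken out, the log2 fold change of Hif1a was 0.72, the log2 fold change of Timp1 was 2.28, the log2 fold change of Vegfa was -1.58 and the log2 fold change of Col1a1 was 1.38, each past 0.1.

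The tests of gene lists depended on the correlation between genes more than on any other choice. With an estimated correlation, 0 of the 25 lists passed 0.1 and 2 had an unadjusted p-value below 0.05, against 23 lists past 0.1 with the preset correlation. The adjusted p-values were then 0.2873 for the HIF-1 pathway, 0.292 for the immune families, 0.319 for the adhesion families and 0.343 for the genes of Fig. 2E. The HIF-1 pathway also did not pass with at least 10 UMIs in every library (0.1677), where fewer genes are tested, or after thinning (0.1032), and the adjusted p of the list HIF-1 pathway ranged from 0.03552 to 0.132 without each tumor in turn, the highest without LC replicate 3. The other 3 of these lists passed in all other alternatives that were run. The number of lists that passed ranged from 18 to 23 without each tumor in turn.

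A change of direction was seen for Trbc2, Mrc1 and Pik3r2 and for the T cell and cytotoxic T cell lists, none of which passed 0.1 as reported. For T cells, the log2 fold change of Trbc2 was 0.08254 with library size only, 0.0335 with no filter or 0.5 CPM, and from -0.222 to 0.1436 without each tumor in turn, positive without LC replicate 2 and without IP + LC replicate 1 (0.09468). With library size only, the log2 fold change of Mrc1 was 0.1274, and it was 0.09662 with no filter or 0.5 CPM, 0.002042 with at least 10 UMIs in every library, 0.03965 with DESeq2 under both filters and 0.1116 with quality weights. It ranged from -0.2462 to 0.2022 without each tumor in turn, positive without LC replicate 1, IP + LC replicate 2 (0.06517) and IP + LC replicate 3 (0.1614). After thinning, the log2 fold change of Pik3r2 was -0.03921, and it passed 0.1 with quality weights and without LC replicate 1. The T cell list turned to lower after thinning with an adjusted p-value of 0.9134. The adjusted p of the list cytotoxic T cell ranged from 0.2874 to 0.8669 without each tumor in turn, and the list turned to lower without LC replicate 1. The cause was not tested. For single genes named among many, 54 values lost and 43 gained a place past 0.1 in an alternative and 986 did neither. For the other lists, 37 lost it and 232 did not.

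The share of variance on principal component 1, 60.0% as reported, was 46.7% with genes scaled to equal variance and 72.2% over the 500 genes with the highest variance, which the construction of these settings explains. It ranged from 55.8% to 83.6% without each tumor in turn. The number of genes detected fell from 29423 to 13298 when 1 UMI was required in every library and to 13357 when 10 UMIs were required in 1 library. The mean r within groups exceeded that between groups by 0.126. After thinning it did so by 0.121 over the same 11240 genes and by 0.157 over the 8832 genes that then pass the filter. The depth limits genes near 3 UMIs, for which only a bound can be given, and the smaller number of UMIs in LC replicate 1, 592733, makes its limit of 5.06 CPM the highest of the 6 libraries.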

Differences from the paper's values

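The paper's share of variance on principal component 3 is about 9% in Fig. 2B, read by eye, and the value here was 4.24%. Of the alternatives set before the data were examined, scaling the genes to equal variance gave 8.59%, which is within 1.5 times the paper's value. The other alternatives did not, with 4.34% for log2(CPM + 1), 1.33% over the 500 genes with the highest variance, 6.00% after thinning, 4.19% with library size only and from 4.86% to 5.74% without each tumor in turn.

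The paper gives 3215 DEGs, 1478 upregulated and 1737 downregulated, and the values here were 4088, 1885 and 2203. With DESeq2, under both filters on low counts that were set before the data were examined, the values were 3215, 1478 and 1737. The paper's number of detected genes, 31130, is the number of genes listed in the count tables, of which 29423 had at least 1 UMI.

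The paper reports a higher level of Vegfa mRNA in the IP + LC group by RT-qPCR (Fig. 2H), a measurement meant to check the RNA sequencing. In the RNA-sequencing counts, Vegfa was lower in the IP + LC group, with a log2 fold change of -1.49 (adjusted p = 0.00354 from edgeR), and it was lower in all 20 settings. No alternative gave a higher level.

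The heatmap of Fig. 2E is described by the paper as showing DEGs, and 8 of its 22 genes did not pass an adjusted p-value of 0.1 here. Map2k2 and Plcg2 passed with library size only, with at least 10 UMIs in every library, with limma voom, with limma voom and quality weights, and without LC replicate 1. Pfkfb3 passed in the same alternatives apart from limma voom without weights. Rela, Pik3r2 and Akt1 passed with quality weights and without LC replicate 1. Rps6kb2 passed in none of the alternatives. None of the 8 genes passed with DESeq2.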

Other observations

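The tests of LC replicate 1 against the other LC tumors were chosen only after the result was seen. So were those of near-identical copies in the genes of Fig. 2E, of Vegfa and of Xist in IP + LC replicate 3. The same holds for those of Actb, mt-Rnr2 and Malat1, the count without the 15 highest genes and the removal of GC content and length trends. The other tests were chosen before.

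Other splits of the 6 tumors into 3 and 3 were fitted in the same way. Only 1 of the 10 splits, the real one, gave as many DEGs, 1 of the 10 gave as many genes of Fig. 2E, and 1 of the 10 gave as many gene lists past 0.1. With 10 splits the share cannot fall below 0.1, so a chance arrangement of the tumors cannot be told apart by this count. The other 9 splits gave 0 DEGs and between 13 and 899 genes with an unadjusted p-value below 0.05, against 4460 for the real split. They gave 0 genes of Fig. 2E past 0.1, at most 1 of them with an unadjusted p-value below 0.05, but between 2 and 20 lists past 0.1 with the preset correlation, against 23 for the real split. The study chose the genes of Fig. 2E by the real split of these tumors, so their count is not independent evidence.

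The 4088 DEGs are not explained by the lower depth of LC replicate 1, since 4067 of them were called in the same direction without it. Trends with GC content or transcript length are argued against as the whole cause, since 3916 were kept after these trends were taken out of each library. Whether a few genes that take many of the UMIs contribute to the larger number of downregulated genes cannot be told apart, since the scaling sets this balance. With library size only, 58.33% of the DEGs were upregulated, and with the 15 genes among the 10 highest of any library left out as well, 48.18% were. The 10 highest genes held from 13.6% to 20.2% of the UMIs in the LC tumors and from 9.32% to 12.6% in the IP + LC tumors.

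Genes of muscle, epithelium and cell adhesion were lower in the IP + LC group. A larger share of surrounding lung and chest tissue in the LC samples is a candidate explanation. Of 39 tested markers of alveolar cells, airway and muscle, 38 had a negative log2 fold change, and 36 of these were DEGs. The most abundant of them, Scgb1a1 of airway epithelium, held 4.08%, 4.10% and 3.34% of the UMIs in the LC tumors and 0.485%, 0.281% and 0.614% in the IP + LC tumors, and Sftpc of type 2 alveolar cells fell from 27470 ± 3357 to 6347 ± 1865 CPM (SD, n = 3). A lower share of tumor cells in the LC samples cannot be told apart from this. The medians of the macrophage and the airway lists lay 3.74 apart on the log2 scale. This would argue against it only if macrophages did not come with the tumor. By flow cytometry on day 28, the paper reports larger fractions of both cancer cells and tumor-associated macrophages in the IP + LC group. The alveolar macrophage list was lower in that group, with a median log2 fold change of -2.48, like the lung lists. Loss of these cells in lungs with IP, which the design names, stays open and was not tested.

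The genes of Fig. 2E were higher in the IP + LC group. Reads shared between near-identical copies cannot explain the 14 genes without such a copy, of which 7 were upregulated DEGs, with a median log2 fold change of 0.61. Of the 8 genes with a copy, 7 were upregulated DEGs, with a median of 0.86. A contribution of shared reads to these 8 genes stays open, since the study chose the genes on the same tumors. A larger share of dividing or tumor cells in the IP + LC samples cannot be told apart from a change within cells by these counts. The paper has evidence for both. It reports a larger cancer cell fraction in the IP + LC group by flow cytometry on day 28. For Hif1a alone, it reports a higher level by RT-qPCR in sorted cancer cells of the IP + LC model. Xist, a transcript of the female host whose loss would mark a larger share of tumor cells, had a log2 fold change of -0.70 with a standard error of 0.76, and it was lowest in LC replicate 1, at 8.61 CPM from 5 UMIs. Without that tumor the log2 fold change of Xist was -1.17 (adjusted p = 0.0156 from edgeR). In LC replicate 1, with more transcripts of dividing cells than the other LC tumors, the genes of Fig. 2E lay by a median of 0.62 above those tumors and by 0.40 below the IP + LC tumors.

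Vegfa was lower in the IP + LC group in the RNA-sequencing counts, and the paper reports it as higher by RT-qPCR against Actb. A larger share of lung tissue in the LC samples cannot be told apart from a change of Vegfa within cells. The type 1 alveolar list had a median log2 fold change of -1.48, but its genes ran from -2.29 to 0.16, and lists of other cells, such as B cells (-1.36) and neutrophils (-1.59), were close to the -1.49 of Vegfa as well. A difference in the control gene Actb is argued against as what parts the counts from the paper's RT-qPCR, since Vegfa was lower relative to Actb as well, with 0.222 times the level of LC replicates 2 and 3 in the IP + LC tumors. Per 1000 UMIs of Actb, Vegfa had 125, 10.8 and 16.9 UMIs in LC replicates 1, 2 and 3 and 3.13, 2.63 and 3.48 in the IP + LC tumors. Hif1a had 47.1, 3.25 and 3.31 against 4.16, 4.99 and 3.11, Timp1 had 108, 2.64 and 2.04 against 14.3, 12.8 and 7.75, and Col1a1 had 51.4, 8.41 and 9.44 against 13.7, 15.3 and 11.4. With LC replicate 1 included, the mean per UMI of Actb was lower in the IP + LC group for all 4 genes, and this rests on LC replicate 1 for Hif1a, Timp1 and Col1a1.

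LC replicate 1 lay apart from LC replicates 2 and 3. Its lower depth is argued against, since r to LC replicate 2 was 0.8267 at equal depth, against 0.932 between LC replicates 2 and 3. A mislabelled IP + LC sample is argued against by the immune family genes. Of the 186 tested, 86 were used, and they lay at a median of 21.05% of the way from LC replicates 2 and 3 to the IP + LC tumors (quartiles 0.170% and 43.6%). For the immune families as a list, LC replicate 1 lay 0.20 above LC replicates 2 and 3 and 0.41 below the IP + LC tumors on the log2 scale. A mixture of an LC and an IP + LC sample is argued against as the whole cause, since proliferation genes lay at 81.19% of the way (quartiles 43.6% and 87.2%, 10 genes) and a mixture would put both lists at the same place. More tumor cells in LC replicate 1 than in the other LC tumors may be part of the difference, since its level of the proliferation list lay 1.91 above the higher of the other LC tumors on the log2 scale, though faster division would raise this list too. Xist, a transcript of the female host, was low in LC replicate 1 as well, at 8.61 CPM, but so was Malat1, which is not particular to the host. Fewer UMIs from priming at internal stretches of A is another candidate explanation. Genes with such a stretch were lower in LC replicate 1 by -0.36 on the log2 scale at equal transcript length (standard error 0.0216, 1814 genes with and 9426 without a stretch). The same comparison between other replicates gave values from -0.0112 to -0.00341. Longer transcripts were lower in LC replicate 1 as well, with a slope of -0.332 per log2 of length. The slopes between other replicates ran from -0.0717 to 0.00765.

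Actb, mt-Rnr2 and Malat1 were low in LC replicate 1, with 0.158%, 0.142% and 0.00574% of its UMIs. In the other 5 libraries, Actb held from 1.62% to 3.03%, mt-Rnr2 from 1.61% to 4.37% and Malat1 from 0.163% to 0.320%. More tumor cells in this tumor are argued against, since the IP + LC tumors, with a higher level of proliferation genes, had at least 11.31 times its share of each of the 3 genes. Its lower depth is argued against too, since depth does not change a share, and 0.1576% of 592733 UMIs on Actb is far above the limit of detection. No cause was found for these 3 genes, which were chosen after their values were seen.

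LC replicate 3 had the most genes with at least 1 UMI, and 2672 genes were detected in it alone. Low-level signal spread over the genome may explain this. Noncoding genes held 1.748% of its UMIs, against 0.451% to 1.12% in the other 5 libraries, and 89.2% of the genes found in it alone had 1 or 2 UMIs, while 290 had more. Of the genes found in it alone, 26.8% were protein coding, against 59.5% of all genes listed, but this share was similar in the genes found in 1 other library alone, from 23.3% to 26.4%. A share of tissue of another kind cannot be told apart from this. No gene found in LC replicate 3 alone had more than 16 UMIs, but an abundant transcript with 1 stray UMI in another library is not counted there. Some markers were highest in LC replicate 3, with 8.95 against at most 8.01 in the other libraries for erythroid cells, 8.76 against at most 7.87 for type 1 alveolar cells and 6.44 against at most 5.58 for neutrophils, each as a mean on the log2(CPM + 4) scale.

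Xist was low in IP + LC replicate 3, at 16.7 CPM against 87.0 and 89.9 CPM in IP + LC replicates 1 and 2. It was lower still in LC replicate 1, at 8.61 CPM against 148 CPM in both LC replicates 2 and 3, and the tests here are on IP + LC replicate 3 only. Fewer UMIs from long nuclear RNAs are argued against, since the lowest of Malat1, Kcnq1ot1 and Neat1 stood at -0.2817 against the other IP + LC tumors on the log2 scale, and Xist stood at -2.40. A smaller share of host cells is argued against, since the lowest of 5 lists of alveolar, airway, endothelial and macrophage markers stood at -0.0155 on the same scale. No biological explanation was tested.

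The markers used for flow cytometry on day 28 can be compared with the counts on day 21 only as mRNA in whole tissue. The list had a median log2 fold change of -0.54 over 8 tested genes (adjusted p = 0.0774 from camera). Mrc1, which encodes CD206, was at 126 ± 31.4 CPM in the LC group and 123 ± 35.3 CPM in the IP + LC group (SD, n = 3). Acta2 had a log2 fold change of -2.03 and Pdgfra of -1.06, both DEGs. Cd3e (0.73, adjusted p = 0.345) and Cd8a (1.30, adjusted p = 0.171, both from edgeR) did not pass 0.1. Cd4 and Il2ra had too few UMIs for a test. Other lists changed as follows. The median log2 fold change was 1.18 for ribosome biogenesis (adjusted p = 2.86e-10 from camera), -1.40 for glutathione transferases (2.77e-08), -2.20 for mesothelium (0.000525) and -1.66 for erythroid cells (0.0601). The skeletal muscle, regulatory T cell and female host lists had 1 tested gene each, Ckm (-1.45), Ikzf2 (0.47) and Xist, and the genes of the Y chromosome list were not found in the tables. Without LC replicate 3 the log2 fold change of Ikzf2 was 1.27 (adjusted p = 0.0596 from edgeR).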
